# Mechanistic characterization of a *Drosophila* model of paraneoplastic nephrotic syndrome

**DOI:** 10.1038/s41467-024-45493-8

**Published:** 2024-02-09

**Authors:** Jun Xu, Ying Liu, Fangying Yang, Yurou Cao, Weihang Chen, Joshua Shing Shun Li, Shuai Zhang, Aram Comjean, Yanhui Hu, Norbert Perrimon

**Keywords:** RNA sequencing, Entomology, Mechanisms of disease

## Abstract

Paraneoplastic syndromes occur in cancer patients and originate from dysfunction of organs at a distance from the tumor or its metastasis. A wide range of organs can be affected in paraneoplastic syndromes; however, the pathological mechanisms by which tumors influence host organs are poorly understood. Recent studies in the fly uncovered that tumor secreted factors target host organs, leading to pathological effects. In this study, using a *Drosophila* gut tumor model, we characterize a mechanism of tumor-induced kidney dysfunction. Specifically, we find that Pvf1, a PDGF/VEGF signaling ligand, secreted by gut tumors activates the PvR/JNK/Jra signaling pathway in the principal cells of the kidney, leading to mis-expression of renal genes and paraneoplastic renal syndrome-like phenotypes. Our study describes an important mechanism by which gut tumors perturb the function of the kidney, which might be of clinical relevance for the treatment of paraneoplastic syndromes.

## Abstract (web summary)

The fruit fly *Drosophila melanogaster* has emerged as a model to characterize the mechanisms of tumor-induced host organ dysfunction. Here, Xu, Liu et al. describe a mechanism of tumor-induced kidney dysfunction through hyper-activation of the PvR/JNK/Jra pathway in the Principal cells of the fly kidney/Malpighian tubules.

## Introduction

Paraneoplastic syndromes are a group of disorders associated with tumors that are prevalent in patients with lymphatic, lung, ovarian or breast cancers^1,2^. These syndromes are not attributable to tumor invasion or compression but are due to the response of body systems and organs to tumors and/or the factors that they secrete^3,4^. As such, characterization of tumor-host interactions might help reveal mechanisms underlying paraneoplastic syndromes. However, due to the complexity of tumor-host interactions in patients and in mammalian cancer models, studies in alternative and simpler models of the mechanisms underlying paraneoplastic syndrome pathogenesis are needed.

A wide range of organs can be affected by cancer, and dysfunction in different body systems leads to distinct paraneoplastic syndromes^3^. For instance, dysfunctions in the nervous system caused remotely by tumors, termed paraneoplastic neurologic disorders, lead to a diverse group of symptoms such as encephalitis, optic neuropathy, and cerebellar degeneration^5^. In other cases, polymyositis and hypertrophic osteoarthropathy have been reported as paraneoplastic syndromes caused by influence of lung cancer on muscle and bone, respectively^6,7^. Defects in the kidney have also been observed in patients with cancer. However, in these instances, it is not clear whether the renal dysfunctions are caused by treatment of the cancer or whether tumor-secreted factors such as hormones and cytokines are the primary cause^8–10^.

*Drosophila* has emerged as a simple and powerful model to identity pathogenic tumor-host interactions^11,12^. The fly has organs that are functionally equivalent to human organs, including digestive tract, liver, adipose tissue, and kidney^13^, and a number of models have been established to study organ-specific disorders triggered by tumors^11,12^. For instance, elevated JAK-STAT signaling in a fly tumor model disrupts the blood-brain barrier leading to death^14^. In addition, two tumor-secreted factors, Unpaired 3 (Upd3) and PDGF- and VEGF-related factor 1 (Pvf1), target host muscle and fat body to stimulate body wasting, which is reminiscent of cachexia^15,16^. Here, leveraging a *Drosophila* gut tumor model, we demonstrate that tumor-secreted PDGF- and VEGF-related factor 1 (Pvf1) stimulates PDGF/VEGF signaling in the fly malpighian tubules (MTs), a renal system functionally equivalent to the vertebrate kidney^17,18^, leading to formation of kidney stones, ascites/bloating, and uric acid accumulation. Importantly, these renal phenotypes contribute to increased mortality of flies with gut tumors. Altogether, our data suggests that tumors remotely induce renal dysfunction through hijacking of normal signaling pathways, which represents an underappreciated effect of paraneoplastic renal syndromes. Our findings that a tumor can induce renal disorders, independent of cancer treatment, might open new therapeutic avenues to treat kidney-related symptoms in patients with cancer.

## Results

### Kidney dysfunction contributes to bloating and reduces lifespan

Flies with gut tumors induced by activated *yorkie* (*esg> yki*^*act*^; referred to hereafter as Yki flies) exhibit a ‘bloating phenotype’ characterized by an enlarged, fluid-filled abdomen^19^. This suggests the possibility of a defect in the fly renal system, the Malpighian tubules (MTs), which maintain fluid and electrolyte balance in the fly hemolymph^20^. Interestingly, the MTs of Yki flies contain crystals (kidney stones) in their lower segments, which increase in size upon tumor progression (Fig. 1A). The accumulation of kidney stones can be driven by many factors, including elevated levels of uric acid^21,22^. Indeed, uric acid levels are increased in Yki flies as compared to controls (Fig. 1B). To assess the role of uric acid levels in the formation of kidney stones, we fed Yki flies with allopurinol, which can repress uric acid levels by inhibiting purine degradation^21^. Although wildtype flies are tolerant, this drug led to severe lethality of Yki flies. As an alternative strategy, we increased uric acid levels by feeding Yki flies with high purine food, which induced kidney stones in the main segment of the MTs (Fig. 1C, D), indicating that uric acid levels positively correlate with kidney stone formation. To determine if formation of kidney stones impacts renal function, we fed Yki flies with 3% *Garcinia cambogia* extract that is known to dissolve kidney stones in flies^23^, and observed a reduction in average kidney stone sizes from 18.12 µm to 4.67 µm without affecting the gut tumors (Fig. 1E). Interestingly, *Garcinia cambogia* feeding significantly decreased the prevalence of bloating among tumor flies from 86.4% to 35.5% (Fig. 1F, G). Consistent with this, the average wet body weight of tumor flies was reduced from 2.52 mg to 1.54 mg, while the dry mass remained unchanged (Fig. 1H). Yki flies fed with *Garcinia cambogia* did not show a reduction in uric acid levels (Supplementary Fig. 1), likely because hydroxycitric acid dissolves kidney stones by inhibiting calcium oxalate monohydrate nucleation^24^. Next, to determine whether kidney stones lead to reduced lifespan, we fed flies with 0.5% calcium oxalate (NaOx), which induces stone formation in the lumen of MTs^25^. NaOx-fed flies showed an increase in kidney stone size and reduced lifespan (50% mortality was shifted from 18 days to 5 days) (Fig. 1I, J). Altogether, these data suggest that kidney disfunction contributes to the imbalance of body fluids and mortality of Yki flies.

**Fig. 1:**
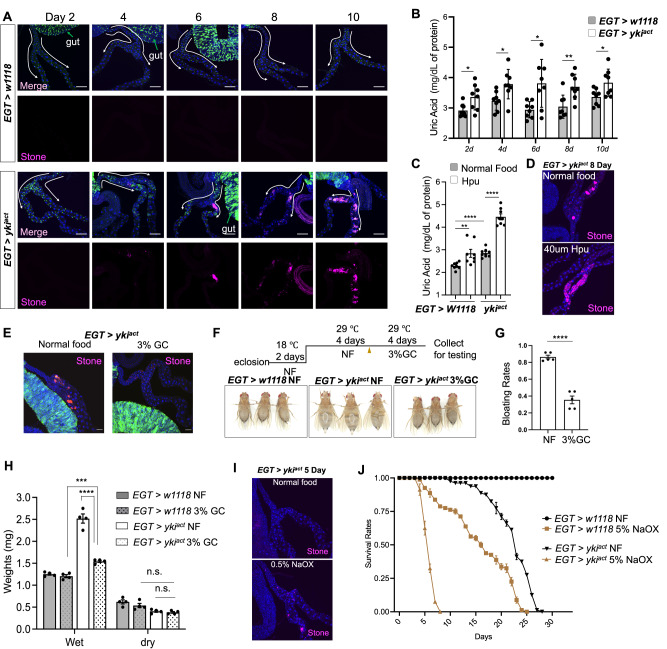
*EGT > yki*^*act*^ gut tumor triggers kidney stone formation and uric acid (UA) accumulation. **A** Changes in kidney stone appearance (purple) in the MT of *EGT > yki*^*act*^ flies (*esg-GAL4, UAS-GFP, tub-GAL80*^*TS*^ */* + *; UAS-yki*^*3SA*^*/+)* and *EGT* > *w1118* control (*esg-GAL4, UAS-GFP, tub-GAL80*^*TS*^ */* + ) 2 days to 10 days after tumor induction. Green shows *esg* positive cells, blue is DAPI staining for nuclei. White arrows indicate the renal stem cell zone of MT, green arrows show the gut. **B** Whole-body UA level in *EGT* > *w1118* and *EGT > yki*^*act*^ flies at different time points, *n*  =  8 biologically independent experiments. (C-D) High purine food (Hpu) feeding increases the amount of **C** whole body UA levels and **D** kidney stones, n  =  8 biologically independent experiments in **C**. **E** Dissolution of kidney stones in *EGT > yki*^*act*^ flies upon feeding *Garcinia cambogia* (GC) and **F**, **G** inhibition of the bloating phenotype, n  =  5 biologically independent experiments in **G**. **H** Wet/dry weights showing that GC feeding affects the water volume in the body, *n*  =  4 biologically independent experiments. Feeding with sodium oxalate (NaOx) **I** increased kidney stones and **J** decreased lifespan of flies. Data are presented as means ± SEM. *p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001. n.s. means no significant with student t-test.

### Single-cell survey reveals abnormal cell composition of MT

To gain a comprehensive understanding of renal dysfunction in Yki flies, we performed a single nuclei RNA-sequencing (snRNA-seq) analysis of MTs from control and Yki flies. 

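Nuclei from 90 pairs of MTs were profiled for EGT > w1118 (control flies) and for EGT > yki act (Yki flies), with 1 library per genotype. The authors deposited, for every gene in every nucleus, the natural log of 1 plus the UMI count per 10,000 UMIs of that nucleus, together with a cell type for each nucleus. UMI counts were recovered from these values. Expression of a gene in a library is given below as the mean of its UMIs per 10,000 over the nuclei, and a log2 fold change as the log2 ratio of the means after adding 1 to each. There were no replicate libraries, so no test across genotypes was made, and 95% intervals cover counting error only. For genes seen in at least 10% of the nuclei of either library, the control libraries EGT > w1118 and PCts > w1118 differed by a median absolute log2 fold change of 0.11 over 3669 genes, and for 95% of them by at most 0.55. The yki transgene has no feature of its own in the deposited values, and the gene yki (FBgn0034970) was at 0.504 in EGT > w1118 and 0.457 in EGT > yki act, a log2 fold change of -0.05.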

We analyzed MTs at day 8 upon tumor induction when the bloating phenotype is apparent^15^. In total, 1706 and 1849 cells from control and Yki flies, respectively, were recovered from snRNA-seq. 

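The deposited annotation held 3380 nuclei of EGT > w1118 and 3640 of EGT > yki act. They carried 15741100 and 17016181 UMIs. The median nucleus had 1515.5 UMIs and 721 genes in EGT > w1118, and 1888.5 UMIs and 932 genes in EGT > yki act.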

Cell clusters were annotated according to our previous report of marker genes in MTs (Fig. 2A)^26^. Nine cell clusters were identified, including initial and transitional principal cells (PCs), main segment PCs, lower tubule PCs, upper ureter PCs, lower ureter PCs, lower segment PCs, renal stem cells (RSCs), and stellate cells (SCs) (Fig. 2A). 

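In the deposited annotation, the nuclei of all 5 libraries were assigned to 17 cell types, of which 3 (adult tracheal cells, visceral muscle and fat body) lie outside the MT and 5 are named after Pvr act. In EGT > w1118, the cell types outside the MT made up 3.67% of nuclei, and in EGT > yki act 1.90%. Depth differed between cell types. In EGT > w1118 the median nucleus had 548 UMIs in renal stem cells and 8895 in PCs.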

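List (FBgn0034381) averaged 3.27 UMIs per 10,000 in the nuclei annotated as main segment PCs 2 in EGT > yki act, where it was counted 1419 times. It averaged 5.20 in main segment PCs of the same library and 0.656 in upper ureter PCs. Of the 394 nuclei of main segment PCs 2 in all libraries, 325 (82.5%) came from EGT > yki act and 36 from EGT > w1118, so the cluster and the library can hardly be separated.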

An additional cluster was identified in the Yki sample, which we labeled as ‘main segment PCs 2’ as they express *List* (Fig. 2A), a previously identified main segment PC marker gene^26^. The top two marker genes for the ‘main segment PCs 2’ cluster are *Slc45-1* and *CAHbeta*, an osmolyte/sucrose transporter and a beta-class carbonate dehydratase, respectively^27,28^. 

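In the deposited annotation, Slc45-1 (FBgn0035968) averaged 1.91 UMIs per 10,000 in main segment PCs 2 of EGT > yki act and 20.7 in main segment PCs. CAHbeta (FBgn0037646) was counted 138 times in the 325 nuclei of main segment PCs 2 and 272 times in the 94 nuclei of main segment PCs. Marker genes describe how nuclei were grouped, and the nuclei of the 5 libraries were grouped together here.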

To assess changes in MTs in response to Yki gut tumors, we analyzed the respective number of cells within each cluster. Yki fly MTs displayed a decrease in main segment PCs and an increase in upper ureter PCs and lower segment PCs (Fig. 2B), suggesting abnormalities in these renal segments. 

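Main segment PCs made up 16.1% (95% interval 14.9 to 17.4, 544 of 3380 nuclei) in EGT > w1118 and 2.58% (95% interval 2.09 to 3.15, 94 of 3640 nuclei) in EGT > yki act. With main segment PCs 2 included, the shares were 17.2% and 11.5%. Upper ureter PCs rose from 2.78% to 26.7% of nuclei. No cell type is named lower segment PCs alone. Both lower segment clusters named after Pvr act held 0.680% of EGT > w1118 nuclei and 9.09% of EGT > yki act nuclei. Shares within a library sum to 100%, so a fall in 1 abundant type raises the others.

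**Figure D1:**
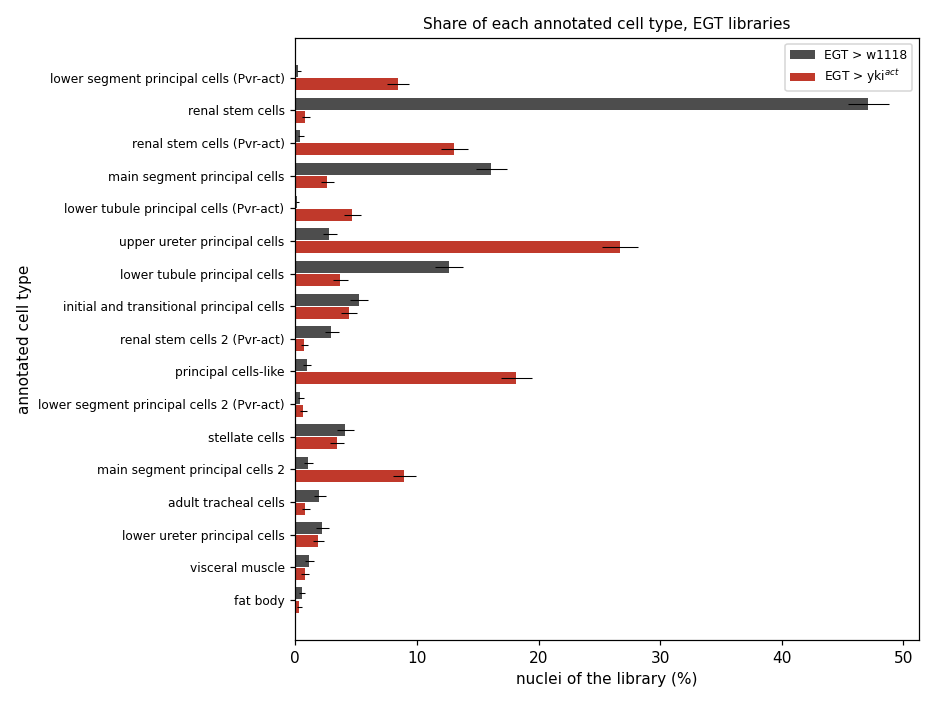
Percent of nuclei in each annotated cell type, with bars for EGT > w1118 and EGT > yki act and lines for exact binomial 95% intervals. Upper ureter PCs stand at 26.7% and principal cells-like nuclei at 18.2% in EGT > yki act.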

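Renal stem cells made up 47.1% (95% interval 45.4 to 48.8, 1592 of 3380 nuclei) in EGT > w1118 and 0.824% (95% interval 0.557 to 1.17, 30 of 3640 nuclei) in EGT > yki act. The renal stem cell clusters named after Pvr act held a further 3.37% and 13.8% of nuclei, and with these merged the shares were 50.5% and 14.6%. Without the 25% of nuclei with the fewest genes in each library, the share of renal stem cells was 35.5% in EGT > w1118 and 0.512% in EGT > yki act. Principal cells-like nuclei rose from 0.947% to 18.2%, with a median of 507 UMIs in EGT > yki act. Renal stem cells of EGT > w1118 had 548. The PC marker ct averaged 12.1 in the former and 14.6 in the latter, against 40.7 in upper ureter PCs and 4.99 in lower ureter PCs of EGT > w1118. Whether renal stem cells are among the principal cells-like nuclei was not tested.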

Interestingly, the number of renal stem cells in Yki flies was significantly reduced from 19% to 6% of total cells (Fig. 2B). In line with this, *esg* > *GFP* positive cells in the renal stem cell zone were decreased after six days of tumor induction (Supplementary Fig. 2A, B). Previous studies have reported that Notch (N) signaling is involved in kidney stem cell renewal and maintenance (Supplementary Fig. 2C, D)^26,29^. leading us to investigate *N* expression. Expression of *N* was decreased in *yki*^*act*^ gut tumor flies (Log2 folder change, 0.18) compared to wildtype flies (0.58) (Supplementary Fig. 2E). In addition, downstream genes of N, *escargot* (*esg*) and *Delta* (*Dl*), were also significantly decreased in the *yki*^*act*^ gut tumor flies (Supplementary Fig. 2F, G). 

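Over all nuclei, N (FBgn0004647) averaged 1.07 UMIs per 10,000 in EGT > w1118 and 0.0902 in EGT > yki act, a log2 fold change of -0.92. The pooled counts were 239 and 71 UMIs, a log2 ratio of -1.86 (-2.27 to -1.48). In renal stem cells of EGT > w1118, 141 of these UMIs were counted in 1592 nuclei. The 30 renal stem cells of EGT > yki act held 0, a depth at which a difference within this cell type was not detectable. In renal stem cells 2 (Pvr-act), N averaged 10.1 in EGT > w1118 and 7.35 in EGT > yki act, with a log2 ratio of pooled counts between -1.30 and 0.64.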

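Dl (FBgn0000463) averaged 0.407 UMIs per 10,000 over all nuclei of EGT > w1118 and 0.0760 of EGT > yki act, with 110 and 52 UMIs and a log2 fold change of -0.39. With equal weight for each of 12 cell types, the log2 fold change was 0.23, in the other direction. No value is given for esg, whose identifier could not be matched to the gene identifiers of these data.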

Abnormal expression levels of these genes may contribute to the renal stem cell loss in tumor flies. Finally, the *cut* (*ct*) gene, which is a marker of the principal cells, also showed decreased expression in the upper ureter principal cells and lower segment principal cells (Supplementary Fig. 2H). 

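In upper ureter PCs, ct (FBgn0004198) averaged 40.7 UMIs per 10,000 in EGT > w1118 and 46.1 in EGT > yki act, a log2 fold change of 0.17. In main segment PCs the log2 fold change was -0.21. Over all nuclei it was 0.28, and the log2 ratio of pooled counts was -0.05 (-0.07 to -0.04), so its direction depended on how nuclei were averaged. The lower segment clusters had fewer than 20 nuclei each in EGT > w1118 and were not compared.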

Taking together, these observations suggest that renal stem cell renewal and maintenance are impaired in Yki flies.

**Fig. 2:**
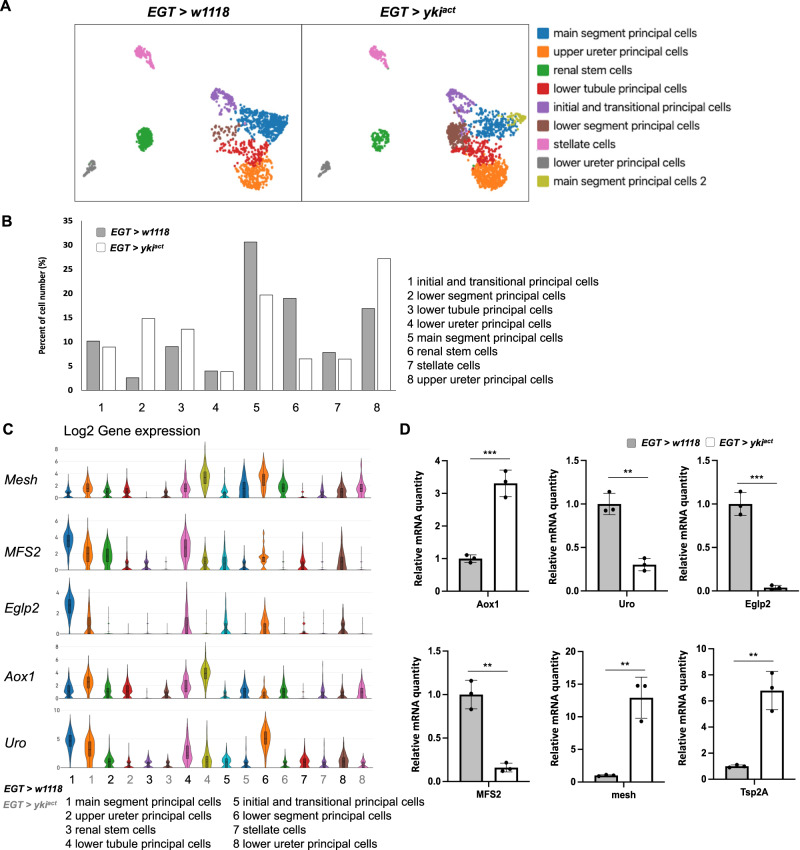
Gene expression in MT of *EGT > yki*^*act*^ flies. **A** A UMAP indicating the MT cell types of *EGT* > *w1118* and *EGT > yki*^*act*^ flies. Cell clusters corresponding to principal cells (initial and transitional principal cells, main segment principal cells, lower tubule principal cells, upper ureter principal cells, lower ureter principal cells, and lower segment principal cells), renal stem cells and stellate cells. **B** Percentage of cells in each cluster in *EGT* > *w1118* and *EGT > yki*^*act*^ flies. **C** Violin plots of the expression change in the different cell clusters of genes involved in various renal functions in *EGT* > *w1118* and *EGT > yki*^*act*^ flies. Box plots denote the medians, means, and the interquartile range. The whiskers of each box plot are the lowest and highest expression levels. **D** qPCR analysis indicating the changes in gene expression levels in the MT of *EGT* > *w1118* and *EGT > yki*^*act*^ flies, *n*  =  3 biologically independent experiments with 2 or 3 technical replicates. Transgene expression was induced for 8 days. Data are presented as means ± SEM. *p < 0.05, **p < 0.01, ***p < 0.001 with student t-test.

Next, we analyzed the expression levels of genes important for kidney function, which include genes involved in cell junction, kidney stone formation, cation transport, diuretic, aquaporin, and uric acid metabolism (Fig. 2C, D, Supplementary Fig. 3A–I). Consistent with the elevated uric acid levels in Yki flies, the expression of two uric acid pathway genes, *Uro* and *CG30016*, which promote uric acid excretion^21,26^, was significantly down-regulated. Conversely, we observed an increase in expression in Yki flies of *Aldehyde oxidase 1* (*AOX1*) (Fig. 2C, D, Supplementary Fig. 3G, I), which catalyzes xanthine into uric acid^30^. In addition, kidney stone disease-related genes such as *CG31674, Vacuolar H* + *-ATPase 55kD subunit* (*Vha55*), and *Major Facilitator Superfamily Transporter 2* (*MFS2*) were all down-regulated in Yki flies (Fig. 2C, D, Supplementary Fig. 3C, I). 

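Uro (FBgn0003961) averaged 10.4 UMIs per 10,000 over all nuclei of EGT > w1118 and 3.19 of EGT > yki act, a log2 fold change of -1.45. CG30016 (FBgn0050016) averaged 4.74 and 2.21, a log2 fold change of -0.84. Counts pooled over nuclei gave log2 ratios of -1.76 (-1.81 to -1.72) and -1.45 (-1.51 to -1.39). Against PCts > w1118 in place of EGT > w1118, the log2 fold changes were -1.69 and -1.46. They were -0.68 and -0.64 in main segment PCs. Renal stem cells, where free RNA was not removed, supplied 55.2% of the mean of Uro in EGT > w1118 and 49.6% of that of CG30016. For AOX1, Vha55 and MFS2 they supplied 59.5%, 62.7% and 64.9%, so fold changes over all nuclei can carry background.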

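AOX1 (FBgn0267408) averaged 1.93 UMIs per 10,000 in EGT > w1118 and 5.17 in EGT > yki act, with 2628 and 8043 UMIs. Its log2 fold change was 1.07, and in main segment PCs 0.50.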

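CG31674 (FBgn0051674) averaged 0.796 UMIs per 10,000 in EGT > w1118 and 0.423 in EGT > yki act, a log2 fold change of -0.34. Vha55 (FBgn0005671) averaged 8.77 and 6.13, a log2 fold change of -0.45. MFS2, listed in the annotation as NaPi-T (FBgn0016684), averaged 5.56 and 1.39, a log2 fold change of -1.46. In main segment PCs the log2 fold changes were -0.32, -0.09 and -0.94 in the same order. Against PCts > w1118, those over all nuclei were -0.07, -0.22 and -1.05.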

Previous studies have shown that depletion of *Vha55* or *MFS2* in PCs can induce kidney stone formation^23,31^. As such, the reduced levels of these genes likely contribute to kidney stone formation in Yki flies. Further, to investigate the impaired water balance in Yki flies, we assessed the expression of genes involved in cation transport, diuresis, and water transport. 

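Prestin (FBgn0036770) averaged 0.926 UMIs per 10,000 over all nuclei of EGT > w1118 and 0.741 of EGT > yki act. Its log2 fold change of -0.15 was of the size seen between the control libraries, and against PCts > w1118 it was 0.03. Counts pooled over nuclei, in which deep nuclei weigh more, gave a log2 ratio of -0.89 (-0.997 to -0.78). Lower tubule PCs held 1448 of the 1893 Prestin UMIs of EGT > w1118. There Prestin averaged 3.15 and 1.51, a log2 fold change of -0.72. In main segment PCs, upper ureter PCs and initial and transitional PCs the log2 fold changes were 0.04, -0.03 and -0.09.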

Cation transport genes, including *MFS2* and *Prestin*, were down-regulated (Fig. 2C, D, Supplementary Fig. 3C, I). In addition, the *Secretory chloride channel* (*SecCl*) (2.44, *p* = 0.0054) was up-regulated, suggesting an impaired response to diuretic hormones (Supplementary Fig. 3D, I)^32^. Moreover, genes encoding Aquaporins, *Entomoglyceroporin 2* (*Eglp2*) (0.039, *p* = 0.00025), *Eglp4* (0.19, *p* = 0.00018), and *Prip* (0.24, *p* = 0.00097), were all down-regulated (Fig. 2C and D, Supplementary Fig. 3F and I). 

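SecCl (FBgn0036727) averaged 9.63 UMIs per 10,000 over all nuclei of EGT > w1118 and 8.43 of EGT > yki act, a log2 fold change of -0.17. Counts pooled over nuclei gave a log2 ratio of 0.20 (0.16 to 0.23), with the opposite sign. In stellate cells, SecCl averaged 131 and 83.8, a log2 fold change of -0.64. It was also lower in main segment PCs (-0.21) and main segment PCs 2 (-2.40). In lower tubule PCs SecCl rose from 0.711 to 2.07, a log2 fold change of 0.84, and in upper ureter PCs by 0.33.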

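Eglp2 (FBgn0034883) averaged 2.26 UMIs per 10,000 in EGT > w1118 and 0.289 in EGT > yki act, and Eglp4 (FBgn0034885) 2.75 and 0.514. Their log2 fold changes were -1.34 and -1.31. Prip (FBgn0033635) averaged 0.873 and 0.378, a log2 fold change of -0.44. Pooled counts of Prip were 713 and 379 UMIs. Against PCts > w1118, Eglp2 was at -1.11, Eglp4 at -0.76 and Prip at -0.47.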

Changes in expression of these genes presumably reduce the ability of MTs to transport water, leading to excessive buildup of body fluids. Also, genes involved in cell junctions, including *Innexin 7* (*Inx7*) (1.95, *p* = 0.025), *Inx2* (1.74, *p* = 0.029), *Tetraspanin 2* *A* (*Tsp2A*) (6.80, *p* = 0.0024), *mesh* (12.93, p = 0.0027), *Snakeskin* (*Ssk*) (3.65, p = 0.00033) and *discs large 1* (*dlg1*) (1.66, *p* = 0.034) were up-regulated in Yki flies (Fig. 2C, D, Supplementary Fig. 3B and I), suggesting a dysregulation of renal structure. 

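Tsp2A (FBgn0024361), mesh (FBgn0051004) and Ssk (FBgn0036945) averaged 3.13, 1.28 and 8.67 UMIs per 10,000 in EGT > w1118, and 8.86, 4.81 and 20.3 in EGT > yki act. Their log2 fold changes were 1.26, 1.35 and 1.14. With equal weight per cell type, that of Tsp2A was 0.18, so its size depended on how nuclei were averaged. Within main segment PCs, the log2 fold changes in the same order were 0.25, 0.42 and 0.11, and in upper ureter PCs 0.52, 0.87 and 0.66. In main segment PCs 2, with 36 EGT > w1118 nuclei, they were -0.58, -1.56 and -0.66. Ssk averaged 26.9 and 27.0 in principal cells-like nuclei, whose share rose from 0.947% to 18.2%, so composition adds to its change. Over all nuclei, the log2 fold changes of Inx7 (FBgn0027106) and dlg1 (FBgn0001624) were 0.22 and 0.23. Inx2 (FBgn0027108) averaged 0.982 and 0.923, a log2 fold change of -0.04, and the interval of its pooled log2 ratio, -0.15 to 0.06, included 0.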

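Of the 17 genes of kidney function named in the text for these libraries, 15 had a log2 fold change over all nuclei in the direction the paper states. This count was made after the values were seen. It was 16 with counts pooled over nuclei and 15 with equal weight per cell type. The exceptions over all nuclei were SecCl and Inx2. In the stated direction, 9 changed by more than 95% of genes did between the control libraries. By a rule of size set before the data were examined, the highest log2 fold changes were those of CG16995 (2.70), CG12780 (2.37), CG14245 (2.28), Srg2 (2.27) and bero (2.13). The lowest were those of Alp8 (-2.44), Scp2 (-2.39), Cyp6g1 (-2.28), CG13309 (-2.21) and CG11892 (-2.20). The size of that of Alp8 rests on EGT > w1118, since it was -0.47 against PCts > w1118. Because cell type shares differed between the libraries, a fold change over all nuclei mixes changes of composition and of expression. From the changed genes of uric acid, kidney stone, ion, water and junction pathways, the paper concludes that the gut tumor disturbs key renal genes and thereby renal function.

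**Figure D2:**
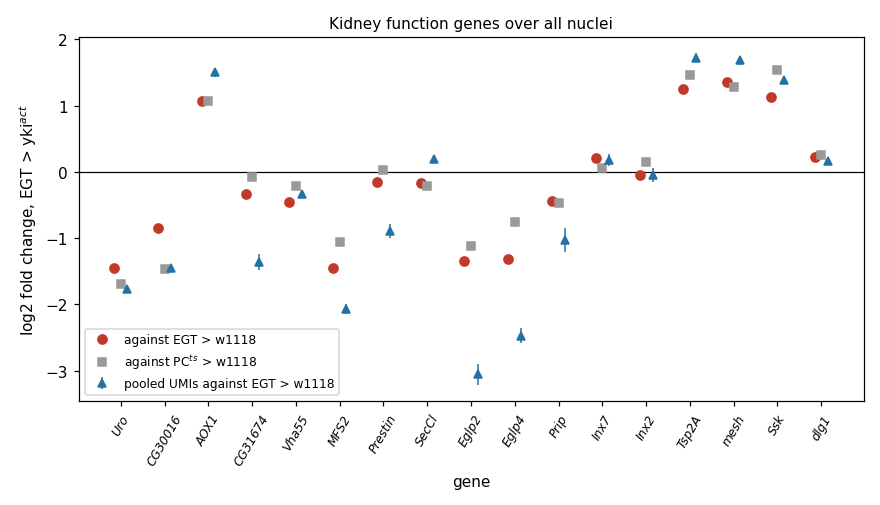
Log2 fold change of EGT > yki act for the 17 genes, against EGT > w1118 (circles), against PCts > w1118 (squares) and for pooled UMIs (triangles, lines for 95% counting intervals). Eglp2 lies lowest at -3.06 for pooled UMIs, and mesh is highest of the circles at 1.35.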

Altogether, these results indicate that gut Yki tumors remotely disturb expression of key renal genes, leading to impairment in renal functions (Supplementary Fig. 3H).

### Elevated PDGF/VEGF signaling in PCs causes kidney dysfunction

Yki tumors secrete Pvf1 and Upd3, which activate the Pvr/MEK and JAK/STAT signaling pathways, respectively, and ImpL2, which represses insulin/insulin-like signaling (IIS), in peripheral tissues^15,16,19^. To our best knowledge, none of them have been reported to influence renal function. Thus, we tested whether these secreted factors were involved in the renal dysfunction observed in Yki flies. 

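In EGT > w1118, 1411 nuclei were annotated as PCs and 1845 as other cell types of the MT. Uro averaged 9.05 UMIs per 10,000 in PCs and 11.5 in the other types, and MFS2 averaged 3.51 and 7.10. Vha55 and AOX1 were also at a lower mean in PCs, with 5.91 against 10.9 and 1.55 against 2.27. CG31674 averaged 1.19 in PCs and 0.509 elsewhere, and CG30016 4.82 and 4.65. Most of the other nuclei were renal stem cells, which were less deep than PCs. In tracheal cells and visceral muscle of this library, with median depths of 822 and 1032 UMIs, the means were 11.4 and 9.86 for Uro, 6.21 and 5.86 for MFS2, 9.93 and 12.5 for Vha55, and 1.27 and 1.58 for AOX1. Per pooled UMI, these genes in renal stem cells lay within the counting intervals of tracheal cells, so their levels outside PCs are read as background here and are no measure of enrichment.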

Since genes involved in kidney stone formation and uric acid metabolism are highly enriched in PCs (Supplementary Fig. 3C, G), we first searched for Gal4 drivers that would allow us to manipulate the activity of these pathways in a PC-specific manner. The two widely used MT drivers, *C42-Gal4* and *Uro-Gal4*, are either not PC-specific or are weakly expressed. Thus, we analyzed genes preferentially expressed in PCs for candidate PC-specific Gal4 drivers. Among them, *CG31272* showed strong and specific expression in all PCs, which was confirmed with a Gal4 splicing trap (CG31282[MI05026-TG4.1]) (Supplementary Fig. 4A–D). Combining this Gal4 driver with tub-Gal80ts (hereafter referred to as PC^ts^), we tested activation of PDGF/VEGF and JAK/STAT signaling pathway, and inhibition of IIS in PCs of wildtype flies, mimicking the conditions in Yki flies. Only PDGF/VEGF activation (*Pvr*^*act*^) in PCs increased whole body uric acid levels (Fig. 3A) and resulted in bloating, increased ratio of water/dry mass, and reduced lifespan, phenocopying what happens in Yki flies (Fig. 3B–D). Importantly, kidney stones were observed when *Pvr*^*act*^ was expressed in MTs (Fig. 3E). In addition, elevated uric acid levels were not observed when PDGF/VEGF was activated in SCs (Supplementary Fig. 4E), suggesting that SCs are not involved in renal dysfunction in Yki flies. Finally, neither overexpression of Pvf1 in PCs nor SCs increased uric acid levels, possibly due to a low amount of Pvf1 secreted from these MT cells (Supplementary Fig. 4E) compared to the situation with Yki gut tumors. Altogether, these observations indicate that activating the PDGF/VEGF pathway specifically in PCs is sufficient to cause renal dysfunction and phenocopy defects observed in Yki flies.

**Fig. 3:**
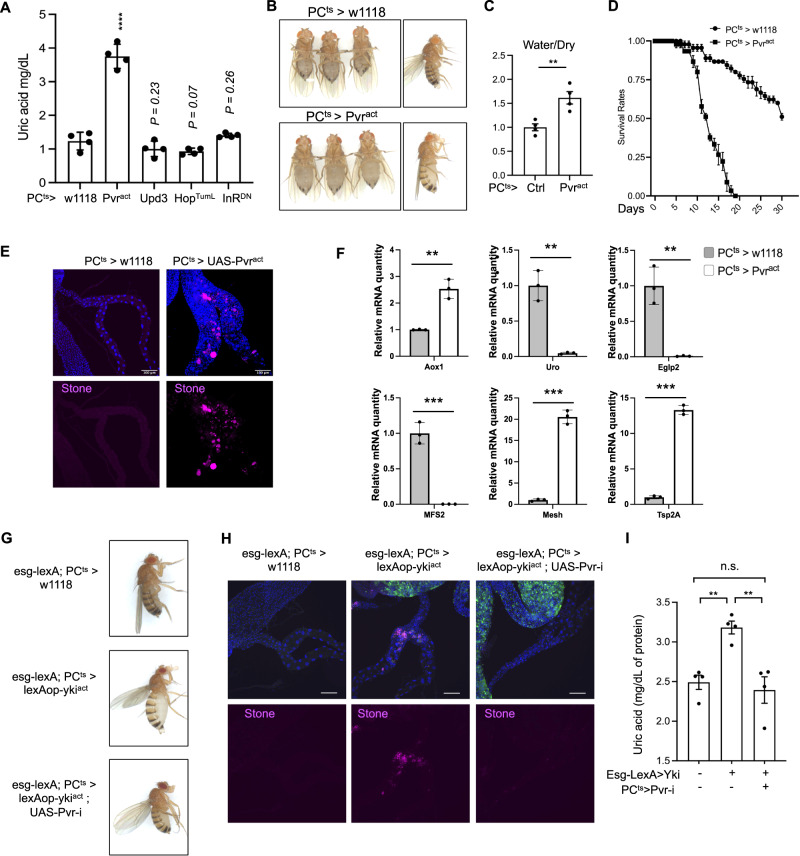
Activation of PDGF/VEGF signaling in principal cells leads to MT dysfunction. **A** Whole-body UA level in *PC*^*ts*^ *> Pvr*^*act*^*, Upd3*, *Hop*^*TumL*^, and *InR*^*DN*^ flies (*n* = 4) and *PC*^*ts*^ > *w1118* as control (*PC*^*ts*^ corresponds to *tub-GAL80*^*ts*^*, CG31272-GAL4*). **B** Bloating phenotype associated with expression of *Pvr*^*act*^ driven by PC^ts^ in principal cells. **C** Ratio of fly water/dry mass. **D** Lifespan of *PC*^*ts*^ *> Pvr*^*act*^ and *PC*^*ts*^ > *w1118* control flies. *N* = 45. **E** Kidney stone images: blue is for DAPI staining to detect nuclei and purple show the kidney stones. Experiment was repeated independently five times. **F** qPCR results showing changes in gene expression levels in the MT tubule of *PC*^*ts*^ *> Pvr*^*act*^ and *PC*^*ts*^ > *w1118* flies, *n*  =  3 biologically independent experiments with 2 or 3 technical replicates. **G**–**I** Rescue of the bloating, kidney stone and uric acid phenotypes following knockdown of *Pvr* in principal cells in the *EGT > yki*^*act*^ flies, *n*  =  4 biologically independent experiments. Data are presented as means ± SEM. *p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001. n.s. means no significance with student t-test.

Next, we examined the expression of the genes found to be mis-regulated in Yki flies, in the MT samples with PC-specific activation of PDGF/VEGF signaling (Fig. 3F, Supplementary Fig. 4F). Changes in expression of these genes were similar to those observed in Yki flies (Figs. 2D and 3F, Supplementary Fig. 4F). For instance, cell junction genes, including *Inx7* (3.62, *p* = 0.0006), *Inx2* (3.46, *p* = 0.0003), *Tsp2A* (13.29, *p* = 0.0000068), *mesh* (20.55, *p* = 0.000031), *Ssk* (5.07, *p* = 0.00032) and *dlg1* (2.66, *p* = 0.013) were up-regulated (Fig. 3F, Supplementary Fig. 4E). Further, genes associated with kidney stones, including *CG31674* (0.068, *p* = 0.00013), *Vha55* (0.25, *p* = 0.012), *MFS2* (0.0021, *p* = 0.00033), and *Prestin* (0.36, *p* = 0.011), were down-regulated, and the Aquaporin genes *Eglp2* (0.011, *p* = 0.0029) and *Eglp4* (0.0035, *p* = 0.00054) were also down-regulated (Fig. 3F, Supplementary Fig. 4E). Uric acid production-related genes *Uro* (0.048, *p* = 0.00035) and *CG30016* (0.0073, *p* = 0.000023) were significantly down-regulated, while *AOX1* (2.54, *p* = 0.0019) was up-regulated (Fig. 3F, Supplementary Fig. 4E). To further confirm that PVR signaling in MTs of Yki flies is required for the activation of these genes, we used the LexA-LexAop system to induce *yki*^*act*^ tumor in the gut and the Gal4/UAS system to knockdown *Pvr* in PCs. Inhibition of PDGF/VEGF signaling following expression of *Pvr-i* in PCs rescued the bloating, renal stone, and uric acid phenotypes observed in tumor-bearing flies (Fig. 3G–I). Altogether, these results indicate that elevated Pvf1/PDGF/VEGF signaling in tumor flies is responsible for renal dysfunction.

### PDGF/VEGF signaling activates the JNK pathway in PCs

Pvr signaling is known to activate the Ras/Raf/MAP kinase (ERK) and JNK pathways^33^. This led us to test the roles of the ERK and JNK pathways in the MTs of Yki flies. The JNK pathway regulates the two downstream transcription factors (TFs), *kayak* (*kay*) and *Jun-related antigen* (*Jra*), both at the transcriptional and phosphorylation levels^34–37^. Interestingly, expression of both *kay* and *Jra* was upregulated in Yki flies (Fig. 4A, B, E), whereas no change in expression was observed for *anterior open* (*aop)*, a TF downstream of ERK signaling (Fig. 4C). 

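Over all nuclei, kay (FBgn0001297) averaged 3.75 UMIs per 10,000 in EGT > w1118 and 8.44 in EGT > yki act, a log2 fold change of 0.99. Jra (FBgn0001291) averaged 0.471 and 0.637, a log2 fold change of 0.15, with a log2 ratio of pooled counts of 0.85 (0.70 to 1.01). The log2 fold change of aop (FBgn0000097) was 0.35, from 5.04 to 6.71, and 0.21 against PCts > w1118. Its log2 ratio of pooled counts was 0.06 (0.03 to 0.09). The log2 fold changes of Jra and aop over all nuclei both lay within the spread between the control libraries given above. In main segment PCs, kay, Jra and aop had log2 fold changes of 0.42, 0.06 and 0.05. The interval of the pooled log2 ratio of Jra there, -0.28 to 0.88, included 0. In main segment PCs 2, with 36 EGT > w1118 nuclei, kay and Jra were at -1.15 and -0.61. The direction of Jra differed between other PC types, with -0.42 in initial and transitional PCs and 0.29 in lower ureter PCs.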

Supporting a role for JNK signaling in the MTs of Yki flies, the JNK cascade reporter gene *puckered* (*puc*) was up-regulated in the main segment PCs (Fig. 4D), an observation we confirmed by qRT-PCR (Fig. 4E). In addition, expression of *kay*, *Jra*, and *puc* was also up-regulated in MTs following PC-specific activation of the PDGF/VEGF pathway (Fig. 4F). These results indicate increased JNK pathway activity in MTs of both *Pvr*^*act*^ and Yki flies. 

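In main segment PCs, puc (FBgn0243512) averaged 10.1 UMIs per 10,000 in 544 nuclei of EGT > w1118 and 19.5 in 94 nuclei of EGT > yki act, a log2 fold change of 0.88. Against main segment PCs of PCts > w1118 it was 0.48. In main segment PCs 2, which held 36 EGT > w1118 nuclei, puc averaged 34.3 and 17.4, a log2 fold change of -0.94, in the other direction.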

Consistent with these results, we observed an increase in MT JNK phosphorylation (pJNK) in both conditions at an early time point (5 days of tumor induction) and at a late time point (8 days of tumor induction) (Fig. 4G, H). Notably, the increase of JNK signaling is specific in the main segment region of the MT, since elevated levels of pJNK was only detected in the SC and PC region and not in the renal stem cell zone (SCZ) (Fig. 4I). Conversely, phosphorylation of ERK was not changed at late time points in Yki flies nor following PC-specific activation of PDGF/VEGF signaling (Supplementary Fig. 5A, B). Finally, knockdown of *Pvr* in PCs rescued elevated levels of pJNK (Fig. 4J).

**Fig. 4:**
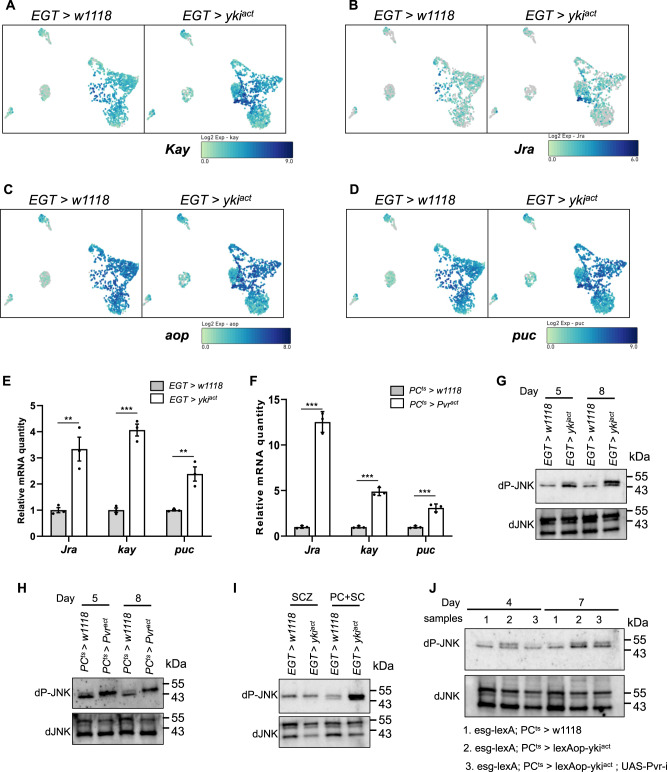
Increase in JNK/Jra signaling in principal cells in *EGT > yki*^*act*^ and *PC*^*ts*^*> Pvr*^*act*^ flies. **A**–**D** UMAP showing the gene expression changes of JNK/Jra pathway genes in MT of *EGT* > *w1118* and *EGT > yki*^*act*^ flies. **E**, **F** qPCR of *Jra*, *kay* and *puc* genes in MT of *EGT > yki*^*act*^ and *PC*^*ts*^ *> Pvr*^*act*^ flies. Transgenes were induced for 8 days. Data are presented as means ± SEM. *p < 0.05, **p < 0.01, ***p < 0.001 with student t-test. **G**–**J** Western blots showing the protein levels of JNK and phosphorylated JNK in MT of *EGT* > *w1118* and *EGT > yki*^*act*^ **G** and *PC*^*ts*^ > *w1118* and *PC*^*ts*^ *> Pvr*^*act*^ **I** flies. **H** shows the signal in the stem cell zone (SCZ) and principal cells plus stellate cells (PC + SC). **J** shows the rescue of p-JNK upon knockdown of *Pvr* in principal cells in yki^act^ flies. Transgenes were induced for 5 and 8 days in **G**, **I**; 8 days in **H**; 4 and 7 days in **J**. *n* = 3 biologically independent experiments with 2 or 3 technical replicates in **E**, **F**.

Following activation of the receptor tyrosine kinase PVR by Pvf1, signaling is mediated by JNK via Crk (adapter protein that interacts with mbc), mbc (an unconventional bipartite GEF), and the kinase hep that activates bsk. Accordingly, depletion of *Crk*, *mbc*, and *hep* in the background of PVR activation flies rescued the bloating phenotype and abnormal uric acid levels (Supplementary Fig. 6A, C, D), which also partially inhibited kidney stones (Supplementary Fig. 6B) and improved the survival of these flies (Supplementary Fig. 6E). Importantly, the expression of renal genes, such as *Uro*, *CG30016*, *CapaR* and *irk2*, was restored close to normal levels (Supplementary Fig. 6F), suggesting that the JNK pathway is activated by PVR signaling through Crk/mbc/hep (Supplementary Fig. 6). Altogether, our data indicates that the PDGF/VEGF signaling activates downstream JNK pathway in the MTs of Yki flies.

### Function of PCs depends on the transcription factor *Jra*

Next, we tested whether JNK signaling plays a role in tumor-induced renal dysfunction. While knockdown of *kay* in PCs did not rescue the MT defects in Yki flies, depletion of *Jra* was able to inhibit bloating, kidney stone formation and uric acid elevation, without affecting the gut tumor (Fig. 5A–C). Importantly, inhibition of JNK signaling (by blocking *Bsk* via overexpression of *Bsk*^*DN*^) in *Pvr*^*act*^ flies rescued bloating, lifespan, kidney stone formation, uric acid levels, and expression levels of genes involved in kidney function (Fig. 5D–I, Supplementary Fig. 7). Previously, we reported that *Uro* is a target of *Jra*^26^, leading us to analyze the expression of *Uro* in PCs. *Uro* mRNA levels were up-regulated in MTs upon knockdown of *Jra* in PCs (Fig. 5J), suggesting that *Jra* inhibits *Uro* expression. Lower levels of *Uro* leads to insufficient oxidation of uric acid to 5-hydroxyisourate, which may contribute to the uric acid accumulation observed in Yki flies and in PCs with activated PDGF/VEGF signaling. To confirm this, we overexpressed *Uro* in PCs expressing *Pvr*^*act*^, which rescued whole-body levels of uric acid in these flies (Fig. 5K). Collectively, these observations indicate that PDGF/VEGF signaling regulates PCs function through the TF *Jra*.

**Fig. 5:**
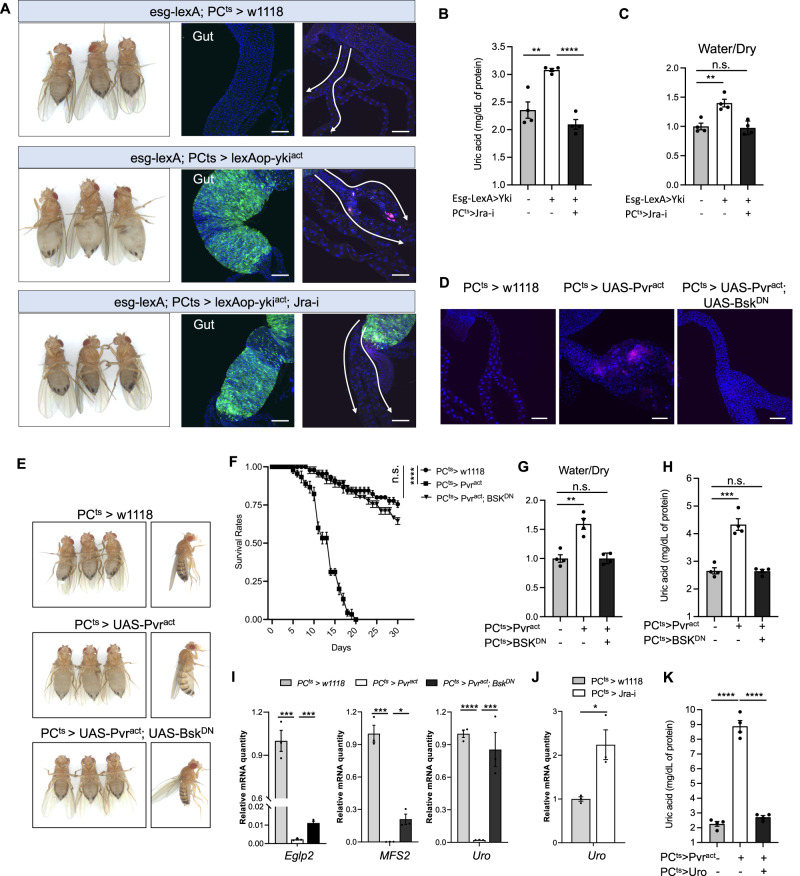
*Jra* targets *Uro* to control uric acid metabolism in MT. **A**–**C** Rescue of the bloating, kidney stone and uric acid phenotypes upon knocking down *Jra* in principal cells in yki^act^ flies. Transgenes were induced for 6 days, *n* = 4 biologically independent experiments. Rescue of **D** kidney stones, **E** bloating, **F** survival, **G** water/dry mass, **H** UA levels, and **I** mis-regulated gene expression (*Eglp2*, *MFS2*, and *Uro*) when *Pvr*^*act*^ is co-expressed with *Bsk*^*DN*^ in principal cells. *n* = 45 for each genotype in F, *n* = 4 biologically independent experiments in **G**, **H**, *n* = 3 biologically independent experiments with 3 technical replicates in **I**. **J** qPCR of *Uro* in the MT of *PC*^*ts*^ > *w1118* and *PC*^*ts*^ *> Jra-i* flies. Transgenes were induced for 8 days, *n* = 3 biologically independent experiments with 3 technical replicates in **I**. **K** Rescue of uric acid level when *Pvr*^*act*^ is co-expressed with *Uro* in principal cells, *n* = 4 biologically independent experiments. Data are presented as means ± SEM. *p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001 with student t-test.

### Pvf1 from Yki tumors activates PVR signaling in renal PCs

Yki tumors secrete the Pvf1 ligand, activating PVR signaling pathway in peripheral tissues^15^. Pvf1 shows minor expression in RSCs and is not significantly changed in RSCs in Yki flies compared to control flies (Supplementary Fig. 8). 

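In renal stem cells, Pvf1 (FBgn0030964) was counted 33 times in EGT > w1118 and 1 time in EGT > yki act, a log2 ratio of UMIs per UMI of 0.41 with a 95% counting interval from -4.94 to 2.99. A difference was not detectable at this depth. In stellate cells, Pvf1 averaged 20.1 UMIs per 10,000 in EGT > w1118 and 29.6 in EGT > yki act.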

To determine whether tumor-derived Pvf1 activates PVR signaling pathway in MTs, we decreased *Pvf1* expression in the gut stem cells of Yki flies (*esg> yki*^*act*^ *+ Pvf1-i*). As reported previously, inhibition of *Pvf1* in gut tumors rescues both bloating and the water/dry mass phenotype in Yki flies without affecting the tumor (Fig. 6A, B)^15^. Strikingly, *Uro* expression and uric acid levels were decreased, and no kidney stones were observed in MTs (Fig. 6C–E). Importantly, inhibition of *Pvf1* in gut tumors rescued the expression of mis-regulated genes in the MTs of Yki flies (Fig. 6E, Supplementary Fig. 9). Collectively, our data suggest that Pvf1 from gut tumor cells remotely activates PvR signaling in MTs, leading to renal dysregulation (Fig. 6F).

**Fig. 6:**
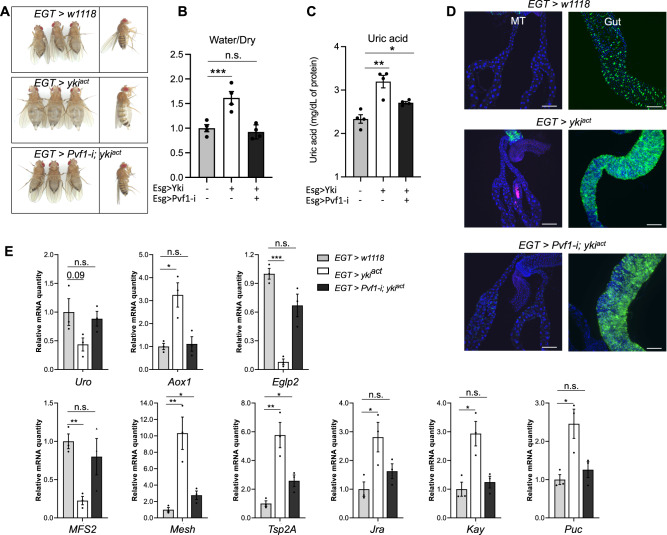
Knockdown of *Pvf1* in *EGT > yki*^*act*^ flies repairs MT function. **A**–**D** Rescue of the bloating, uric acid, and kidney stone phenotypes upon knocking down *Pvf1* in gut stem cells in yki^act^ flies. Transgenes were induced for 8 days, *n* = 4 biologically independent experiments in **B**, **C**. **E** qPCR of kidney function and JNK pathway genes in the MT of *EGT* > *w1118*, *EGT > yki*^*act*^ and *EGT > Pvf1-i; yki*^*act*^ flies, *n* = 3 biologically independent experiments with 3 technical replicates. Data are presented as means ± SEM. *p < 0.05, **p < 0.01, ***p < 0.001 with student t-test.

### Yki tumors hijack paracrine renal PDGF/VEGF signaling

In wildtype MTs, *Pvf1* is expressed in stellate cells (SCs), a small group of cells involved in fluid secretion, and *Pvr* is widely expressed in all PCs^17,26^, suggesting that Pvf1 acts as a paracrine signal from SCs to PCs. The finding that Pvf1 derived from gut tumors acts as an endocrine hormone that activates PDGF/VEGF signaling in PCs suggests that tumor secreted Pvf1 may interfere with Pvf1 paracrine signaling in MTs. 

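MT nuclei of PCts > w1118, of the library labelled PCts > Pvr RNAi and of PCts > Pvr act were profiled, again without replicates. Over all nuclei, the median absolute log2 fold change of the library labelled PCts > Pvr RNAi against PCts > w1118 was 0.10, below that between the control libraries. PCts combines the PC driver CG31272-GAL4 with a temperature-sensitive GAL80. The libraries held 3015, 1969 and 9367 nuclei, with 2582, 3889 and 2295 UMIs in the median nucleus. The target gene Pvr (FBgn0032006) averaged 4.30 UMIs per 10,000 in PCts > w1118 and 27.0 in PCts > Pvr act. In the library labelled PCts > Pvr RNAi it averaged 4.74, a log2 fold change of 0.12, and the log2 ratio of pooled counts was -0.18 (-0.22 to -0.13). Within cell types, its log2 fold changes were -0.07 in main segment PCs, -0.34 in initial and transitional PCs, -0.22 in upper ureter PCs, -0.31 in lower ureter PCs and -0.10 in stellate cells, but 0.18 in lower tubule PCs and 0.27 in renal stem cells. Counting intervals of its pooled log2 ratio included 0 in lower tubule PCs, renal stem cells and lower ureter PCs. They lay below 0 in main segment PCs (-0.20 to -0.09), upper ureter PCs, initial and transitional PCs and stellate cells. Renal stem cells, which were low in Pvr, held 26.8% of nuclei against 36.3% in PCts > w1118, which raises a mean over all nuclei. That mean thus did not fall with the label, while pooled counts fell slightly within several cell types. Directions drawn from this library rest on its label. CG31272 (FBgn0051272) averaged 8.32 in PCts > w1118, 5.31 in the library labelled PCts > Pvr RNAi and 3.98 in PCts > Pvr act.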

To characterize and compare the physiological roles of PDGF/VEGF signaling in wildtype and Yki flies, we performed snRNA-seq analysis of MTs of control flies (*PC*^*ts*^ > *w1118*) and flies with PDGF/VEGF signaling inhibition or activation in PCs (*PC*^*ts*^ *> Pvr*^*RN*^ and *PC*^*ts*^ *> Pvr*^*act*^, respectively) (Fig. 7A). 

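Each cell type that held at least 20 nuclei in the library labelled PCts > Pvr RNAi did so in PCts > w1118 as well. The reverse did not hold for main segment PCs 2 (30 and 3 nuclei), principal cells-like nuclei (89 and 13), adult tracheal cells (61 and 11) and visceral muscle (21 and 2). Renal stem cells made up 36.3% (95% interval 34.5 to 38.0, 1093 of 3015 nuclei) in PCts > w1118 and 26.8% (95% interval 24.8 to 28.8, 527 of 1969 nuclei) in the library labelled PCts > Pvr RNAi. Main segment PCs made up 24.8% and 30.3%, initial and transitional PCs 7.33% and 13.4%, and stellate cells 6.00% and 9.50%. Principal cells-like nuclei fell from 2.95% to 0.660%. The control libraries lay further apart than this in the shares of renal stem cells and main segment PCs, and less far apart in those of initial and transitional PCs, stellate cells and principal cells-like nuclei.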

Inhibition of PDGF/VEGF signaling in PCs did not change the cell cluster composition of MTs (Fig. 7A). However, reduction of *Pvr* activity in PCs was associated with a wide range of elevated expression of ribosomal protein genes (Supplementary Data 1), suggesting impaired ribosome biogenesis^38^. In addition, expression of many transporters including *CG7720*, *salt*, *Irk1*, *Zip48C*, and *Vha14-1* (Fig. 7B–F) was up-regulated (Supplementary Data 2), suggesting that PDGF/VEGF signaling inhibits their expression in wildtype MTs. Despite these changes in gene expression, flies with *Pvr* depletion in PCs did not show any obvious phenotypes.

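In main segment PCs, the 92 ribosomal protein genes had a median log2 fold change of 1.18 in the library labelled PCts > Pvr RNAi against PCts > w1118, and 85 of them were higher. The median lay above all of 10000 random lists matched on mean expression, whose middle value was -0.12. Their share of UMIs was 2.94% in PCts > w1118 and 8.63% in the library labelled PCts > Pvr RNAi. In stellate cells and renal stem cells, the median log2 fold changes were 0.33 and 0.20, and the shares of UMIs rose from 9.59% to 16.4% and from 21.4% to 27.9%. Between the control libraries, EGT > w1118 over PCts > w1118, the median in main segment PCs was 0.25. It was 0.20 in renal stem cells, close to the change above, and 0.52 in lower ureter PCs, larger than their 0.35 in the library labelled PCts > Pvr RNAi. In both of these cell types, the median of that library against PCts > w1118 also lay above all random lists. The random lists therefore cannot tell such a change from a difference between libraries.

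**Figure D3:**
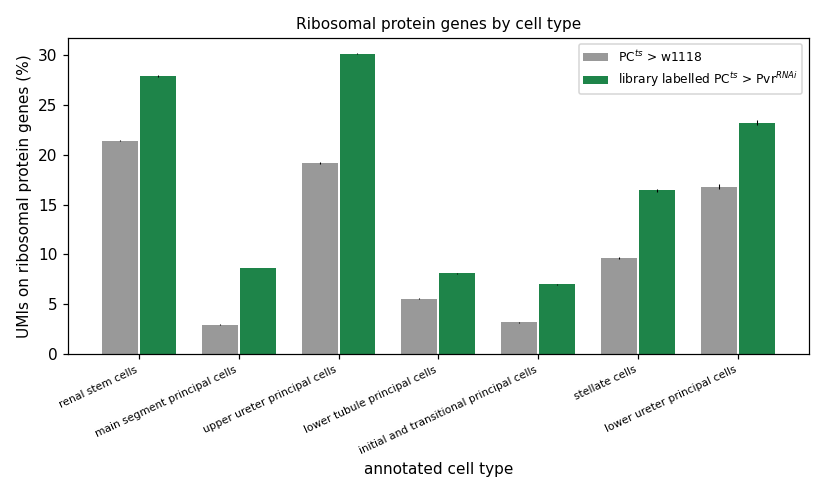
Percent of UMIs on ribosomal protein genes in each cell type with at least 20 nuclei in both libraries, with exact binomial 95% intervals that cover counting error only. The share is higher in the library labelled PCts > Pvr RNAi in all 7 cell types, from 2.94% to 8.63% in main segment PCs.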

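In the library labelled PCts > Pvr RNAi, CG7720 (FBgn0038652) averaged 19.7 UMIs per 10,000 over all nuclei against 4.16 in PCts > w1118, a log2 fold change of 2.01. Irk1 (FBgn0265042) averaged 19.3 against 6.45, a log2 fold change of 1.44, and 0.64 with equal weight per cell type. The log2 fold change of Irk1 was 1.71 in main segment PCs and 1.89 in renal stem cells. In initial and transitional PCs, which had its highest level in PCts > w1118, it was -0.07. The log2 fold changes of Zip48C, salt and Vha14-1 were 0.89, 0.71 and 0.46. CG7720 was also at 1.36 in EGT > w1118, below its level in PCts > w1118, and in renal stem cells of the PCts libraries its log2 fold change was 1.81. In both libraries, Irk1 and CG7720 had higher means in main segment PCs than in renal stem cells. Free RNA was not removed, so their rises in renal stem cells can be background. By the rule of size, CG7720 was followed by Ten-a (1.94), Irk1, CG10514 (1.24) and CG15406 (1.14), and the lowest were lncRNA:CR32368 (-2.53), CG15818 (-2.04), CG17224 (-1.70), Nazo (-1.68) and lncRNA:CR34335 (-1.53). Against EGT > w1118, CG15406 was at 0.13, lncRNA:CR32368 at -0.29, Nazo at -0.17 and lncRNA:CR34335 at -0.47, so the size of these rests on PCts > w1118.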

**Fig. 7:**
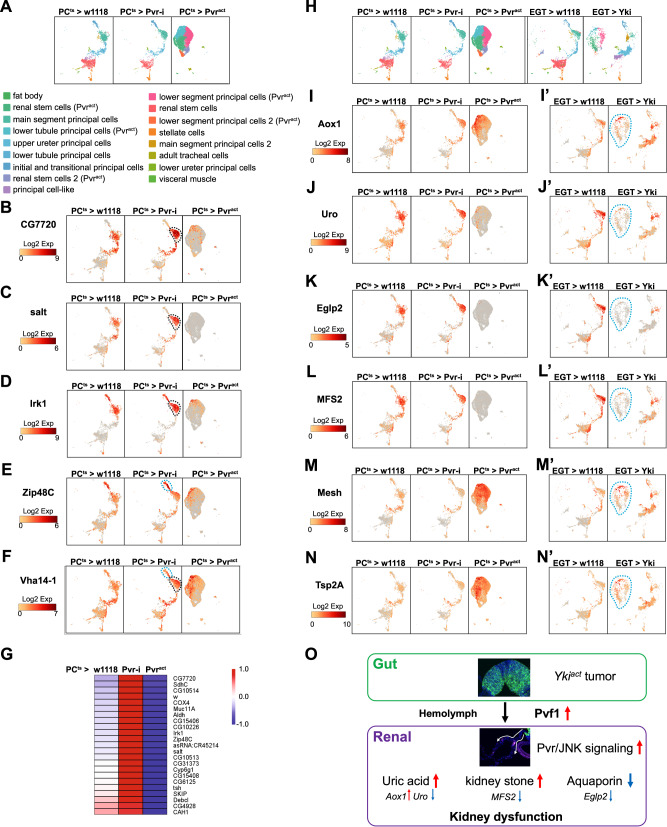
Gene expression in the MTs of *yki*^*act*^ flies and flies with PDGF/VEGF signaling activation or inhibition. **A** UMAP indicating the MT cell types of flies with PDGF/VEGF signaling activation or inhibition. UMAP indicating **B** *CG7720*, **C** *salt*, **D** *Irk1*, **E** *Zip48C* and **F** *Vha14*−1 expression levels in MTs of control and flies with PDGF/VEGF signaling activation or inhibition. Dashed black circles indicate main segment principal cells and dashed cyan circles indicate initial and transitional principal cells. **G** Heatmaps showing expression changes of Pvr downstream target genes. **H** UMAP indicating the cell clustering of MT cells of control, Yki flies, and flies with PDGF/VEGF signaling activation or inhibition. UMAP indicating (**I**&**I’**) *Aox1*, (**J**&**J’**) *Uro*, (**K**&**K’**) *Eglp2*, (**L**&**L’**) *MFS2*, (**M**&**M’**) *Mesh*, and (**N**&**N’**) *Tsp2A* expression levels in MTs of control, Yki flies, and flies with PDGF/VEGF signaling activation or inhibition. Dashed cyan circles indicate *Pvr*^*act*^ clusters in Yki fly MTs. **O** Model of *yki*^*act*^ gut tumor induced renal dysfunction.

Unlike reduction of PDGF/VEGF signaling, activation of this pathway in PCs led to distinct MT cell clusters (referred to hereafter as *Pvr*^*act*^ clusters) (Fig. 7A). 

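In PCts > Pvr act, 8996 of 9367 nuclei (96.0%) were in clusters named after Pvr act. In PCts > w1118 these clusters held 4 nuclei (0.133%) and in the library labelled PCts > Pvr RNAi 5 (0.254%). The highest log2 fold changes by the rule of size were those of fax (4.24), rgn (4.16), vir-1 (4.01), fra (3.99) and Hsp23 (3.74). The lowest were those of Alp2 (-5.82), CG3168 (-5.73), CG13309 (-5.52), kumpel (-5.48) and Alp4 (-4.96).

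**Figure D4:**
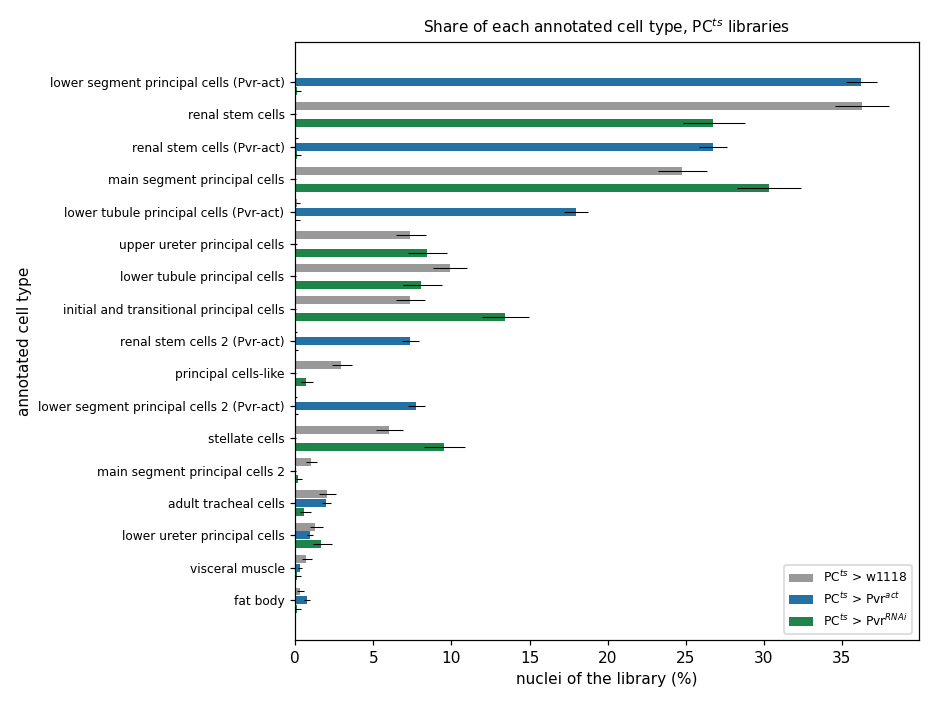
Percent of nuclei in each annotated cell type for the PCts libraries, with exact binomial 95% intervals. The lower segment PC (Pvr-act) cluster holds 36.2% of PCts > Pvr act nuclei.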

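The clusters named after Pvr act were lower segment PCs (3395 nuclei of PCts > Pvr act) and lower segment PCs 2 (725), renal stem cells (2505) and renal stem cells 2 (690), and lower tubule PCs (1681). Of all nuclei in the renal stem cells 2 (Pvr-act) cluster, 84.5% came from this library. Per 10,000 pooled UMIs, Dl was at 0.363 in renal stem cells (Pvr-act) and 13.9 in renal stem cells 2 (Pvr-act), against 2.25 in renal stem cells of PCts > w1118. N was at 0.823, 13.6 and 2.18 in the same order. Pvr was at 22.8 and 12.2 in these clusters and at 31.4 in the PC clusters named after Pvr act.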

In total, five *Pvr*^*act*^ clusters were identified, including two renal stem cell-like clusters, two lower segment PC-like clusters, and a cluster related to lower tubule PCs (Fig. 7A). Presumably due to the high recovery rate of cells in *Pvr*^*act*^ clusters, other MT cell clusters, such as SCs, were not detected (Fig. 7A). 

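Of the PCts > Pvr act nuclei, 1 was annotated as a stellate cell. None of the 9367 nuclei was annotated as main segment PCs or renal stem cells, which allows a share of each of up to 0.0320%. Adult tracheal cells made up 1.99% of nuclei, and 2.02% in PCts > w1118.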

Considering that SCs represent a small cell population in WT, we decided to compare gene expression changes at the whole MT level among all three samples (*PC*^*ts*^ > *w1118, PC*^*ts*^ *> Pvr*^*RNAi*^*, and PC*^*ts*^ *> Pvr*^*act*^) (Supplementary Data 2). Interestingly, 23 genes down-regulated in *Pvr*^*act*^ MTs (Fig. 7G) were among the genes significantly up-regulated in *Pvr*^*RNAi*^ MTs (Supplementary Data 2), suggesting that these genes are downstream targets of the PDGF/VEGF pathway. 

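Of 251 genes that the paper lists as higher in the library labelled PCts > Pvr RNAi and that could be matched by symbol, 204 (81.3%) had a log2 fold change below 0 in PCts > Pvr act. Both comparisons share the control PCts > w1118. In 100 simulations of unchanged libraries at these depths, 31.6% of genes higher in one were lower in the other. The simulations hold no effect of Pvr act, so they give no base rate for that library. Over 3989 genes its median log2 fold change was -0.00816, so nearly as many genes rose as fell. The 204 of 251 genes lie above such an even split. Of the first 22 genes of Supplementary Table 1, 22 were higher in the library labelled PCts > Pvr RNAi and lower in PCts > Pvr act, and 18 with equal weight per cell type. The study chose these genes on the same libraries.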

Notably, among them are 9 transporter genes: *CG7720*, *CG15406*, *CG10226*, *Irk1*, *Zip48C*, *salt*, *CG15408*, *CG6125*, and *CG4928* (Fig. 7G, Supplementary Data 2). In addition, 19 genes significantly down-regulated in *Pvr*^*RNAi*^ MTs are up-regulated in *Pvr*^*act*^ MTs, although no enrichment of gene groups were observed (Supplementary Data 2). These data suggest that in wildtype MTs, SCs secrete Pvf1 to down-regulate the expression of transporter genes in PCs, possibly to regulate fluid secretion and ionic balance^17^.

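In PCts > Pvr act, the log2 fold changes of the transporter genes CG4928, Irk1, CG15406 and CG7720 were -3.05, -2.35, -2.12 and -1.76. Those of salt, CG15408, CG6125, Zip48C and CG10226 were -1.60, -1.47, -1.45, -1.24 and -0.60. In the library labelled PCts > Pvr RNAi, CG4928, CG15408, CG6125 and CG10226 had log2 fold changes of 0.57, 0.50, 0.51 and 0.47. Against EGT > w1118, CG10226 was at -0.03 and CG6125 at 0.00920 in this library, so both rest on PCts > w1118.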

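Of the genes that the paper lists as lower in the library labelled PCts > Pvr RNAi, 307 could be matched by symbol. Of these, 129 (42.0%) had a log2 fold change above 0 in PCts > Pvr act. At a log2 fold change of at least 0.25, 108 were higher. The simulations of unchanged libraries gave 31.8%, but they hold no effect of Pvr act. Since nearly as many genes rose as fell in PCts > Pvr act, 42.0% is no excess of genes in the opposite direction.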

Next, we compared the expression of the mis-regulated genes identified in the MTs of Yki flies with those of *PC*^*ts*^ > *w1118, PC*^*ts*^ *> Pvr*^*RNAi*^, and *PC*^*ts*^ *> Pvr*^*act*^ MTs. Interestingly, *Aox1*, *Mesh*, and *Tsp2A* were up-regulated and *Uro*, *Eglp2*, *MFS2* were down-regulated, in both *Pvr*^*act*^ MTs and the MTs of Yki flies (Figs. 7I–N, 2D, Supplementary Data 2), indicating that activation of the PDGF/VEGF pathway in PCs in wildtype flies phenocopies the activation of this pathway in Yki flies. In addition, we compared the single-cell transcriptome of MT cells in five conditions (*PC*^*ts*^ > *w1118*, *PC*^*ts*^ *> Pvr*^*RNAi*^, *PC*^*ts*^ *> Pvr*^*act*^, *esg* > *w1118*, and *esg> yki*^*act*^) (Fig. 7H). 

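In PCts > Pvr act, AOX1, mesh and Tsp2A had log2 fold changes of 0.54, 1.76 and 1.69. Uro, Eglp2 and MFS2 had log2 fold changes of -3.32, -1.46 and -2.29. In the library labelled PCts > Pvr RNAi, AOX1 and Eglp2 were at 0.21 and 0.33, mesh and Tsp2A at -0.14 and -0.03, and Uro and MFS2 at -0.28 and -0.34. Each of these changes in that library lay within the spread between the control libraries, and pooled counts put Uro there at 0.05.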

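Among the 28 genes of Supplementary Table 1, the absolute log2 fold change was larger in PCts > Pvr act than in EGT > yki act for 26. Of these, 21 were among the first 22 genes, which the study lists for a fall in PCts > Pvr act, so that choice favours a larger change there. Of the other 6, which the study names for Yki flies, 5 changed more in PCts > Pvr act. The exceptions were SKIP, with -1.18 in PCts > Pvr act and -1.27 in EGT > yki act, and AOX1. CG7720 moved in opposite directions, at 1.60 in EGT > yki act, and 0.48 there against PCts > w1118. In PCs alone the count was 24.

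**Figure D5:**
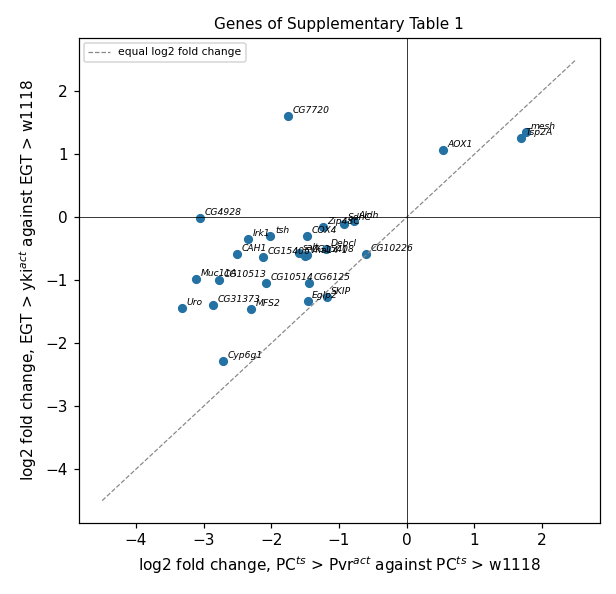
Log2 fold change of each gene of Supplementary Table 1 in PCts > Pvr act (horizontal) and in EGT > yki act (vertical), each against its own control, with a dashed line where both are equal. Uro lies at -3.32 and -1.45.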

Interestingly, genes mis-regulated in the MTs of Yki flies were less changed than in MTs expressing *Pvr*^*act*^ in PCs of wildtype flies (Fig. 7I–N, I’–N’), most likely reflecting that the Pvr pathway in Yki flies is not as active as in *PC*^*ts*^ *> Pvr*^*act*^. Consistent with this, MT cells of Yki flies appear to be a mixture of wildtype cells and *Pvr*^*act*^ cells (Fig. 7H), and the mis-regulated genes identified in Yki flies displayed higher changes in *Pvr*^*act*^ MTs (Supplementary Table 1, Supplementary Data 2). 

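Of the EGT > yki act nuclei, 27.6% (95% interval 26.1 to 29.1, 1004 of 3640 nuclei) were in clusters named after Pvr act, against 4.20% in EGT > w1118. Most lay in renal stem cells (Pvr-act) (476 nuclei), lower segment PCs (Pvr-act) (307) and lower tubule PCs (Pvr-act) (170). When only these nuclei were set against all EGT > w1118 nuclei, 22 of the genes of Supplementary Table 1 still changed more in PCts > Pvr act. Of the 6 that the study names for Yki flies, 3 did, while AOX1, mesh and Tsp2A changed more in these nuclei, with log2 fold changes of 1.14, 1.98 and 2.16. From the mixture of cells and the larger changes in PCts > Pvr act, the paper proposes that the Pvr pathway is less active in Yki flies than in flies with Pvr act in PCs.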

Altogether, our results suggest that elevated Pvf1 derived from Yki gut tumors hijacks paracrine renal PDGF/VEGF signaling, leading to paraneoplastic defects in the renal system (Fig. 7O).

## Discussion

Paraneoplastic syndromes in cancer patients originate from the dysfunction of organs at a distance from tumors or their metastases. Despite the clinical relevance of paraneoplastic syndromes, relatively little is known about the mechanisms underlying their pathogenesis. In this study, we demonstrate that tumor-secreted Pvf1 activates the PDGF/VEGF/JNK pathway in the PC cells of MTs, leading to mis-expression of genes involved in aquaporin expression, kidney stone formation, cation transport, diuretic control, and uric acid metabolism. This pathological mis-regulation in gene expression leads to renal dysfunction and reduced viability, demonstrating a molecular mechanism of tumor-induced renal dysfunction.

Tumors hijack host signaling pathways to induce paraneoplastic syndromes. In the case of Yki flies, gut tumor-secreted Pvf1 targets muscle and adipose tissue, and activates the MEK/MAPK pathway, which induces muscle wasting and lipid loss that contribute to body wasting^15^. Our recent study suggests the elevated levels of *Pvf1* in Yki flies is due to both increased number of progenitor cells and the transcriptional activity of *Pvf1* in gut tumors^39^. Here, we demonstrate that, in addition, tumor secreted Pvf1 activates the JNK pathway in MTs, leading to renal dysfunction. Abnormal activation of PDGF/VEGF/JNK signaling in PC cells of MTs leads to up-regulation of two key renal genes, *Aox1* and *Uro*, impairing uric acid excretion^21,26,30^ and resulting in an increase in uric acid levels. Further, high levels of uric acid and downregulation of *MFS2* induce formation of kidney stones^23,31^. In addition, down-regulation of aquaporins such as *Eglp2* influence water transport^40^, which likely contributes to the excessive accumulation of body fluids observed in Yki flies. Interestingly, we observe a similar transcriptional up-regulation of *Aox1* and down-regulation of *Uro, MFS2* and *Eglp2*, as well as similar phenotypes, i.e., elevated levels of uric acid, kidney stone formation and bloating, in both Yki flies and flies with activated PDGF/VEGF signaling in PCs. Altogether, this suggests that the renal phenotypes observed in Yki flies are the result of activation of the PDGF/VEGF pathway in PCs. Notably, the paraneoplastic phenotypes in muscle and fat, and MTs, appear to result from activation of different signal transduction cascades, ERK in the case of muscle and fat, and JNK in MTs, reflecting tissue-specific differences in response to Pvf1. In addition, bloating phenotypes have also been observed in two other fly models, an ovarian tumor model and an eye tumor model, suggesting possible renal dysfunction in these flies^41,42^. Further studies are needed to investigate the similarities or differences in renal dysfunction in these various models.

In addition to identifying the role of Pvf1 as a paraneoplastic factor, our study implicates Pvf1 as a paracrine signal in wildtype MTs. Our recent study of cell composition of wildtype MTs indicated that *Pvf1* is expressed in SCs and that *Pvr* is enriched in PCs^26^. Strikingly, inhibition of *Pvr* in MT PCs led to an increase in expression of several transporter genes, suggesting that Pvf1 from SCs regulates fluid secretion and ionic balance in PCs^17^. Previously, we showed that Pvf1 from the muscles of adult flies regulates lipid synthesis in oenocytes^43^. It will be of interest to examine whether muscle derived Pvf1 can also regulate MT physiology.

Interestingly, loss of autocrine PDGF/VEGF signaling in wildtype MTs has no obvious phenotypes, although the expression of a number of transporter genes suggests a role of PVR signaling in regulating fluid secretion and ionic balance^17^. By contrast, elevated Pvf1 levels in Yki flies generate severe MT dysfunction and affect fly viability. These observations suggest that the physiological/pathological role of PDGF/VEGF depends on its activation levels. In mammals, VEGF signaling is important in formation and growth of blood vessels, and PDGF functions as a growth factor, which promotes proliferation and motility of mesenchymal and other cell types^44,45^. Both PDGF and VEGF signaling are important for normal development of the kidney, as evidenced from the kidney failure and death before or at birth of PDGF beta-receptor mutant mice^46^. In addition, abnormal glomeruli lacking capillary tufts and systemic edema phenotypes are observed in newborn mice with inhibition of VEGF signaling^47^. Interestingly, in mice and humans, PDGF and VEGF signaling mediate paracrine interactions among different types of kidney cells^48,49^. In addition, increased activity of PDGF and VEGF signaling leads to kidney diseases such as renal fibrosis^50,51^. These observations are reminiscent to the aberrant activation of paracrine PDGF/VEGF signaling leading to renal dysfunction observed in the MT of Yki flies. Further, both PDGF and VEGF signaling have reported roles in cancer progression^52,53^; however, a role for PDGF/VEGF/JNK signaling in kidney physiology and paraneoplastic renal syndrome remains to be explored. Finally, defective kidney function has been reported in patients with cancer. While the cause of renal dysfunctions has been mainly attributed to cancer treatment, our study raises the possibility that tumor-secreted factors such as hormones and cytokines may contribute to the syndrome. Thus, it may be worth exploring whether kidney dysfunction in cancer patient involves a paraneoplastic role of PDGF/VEGF signaling.

## Methods

### *Drosophila* stocks

Fly husbandry and crosses were performed under a 12:12 hour light:dark photoperiod at 18 °C, 25 °C, or 29 °C, as indicated in each experiment. EGT (*esg-GAL4, UAS-GFP, tub-GAL80*^*TS*^), *esg-LexA* and *LexAop-yki*^*3SA*^*-GFP* are from the Perrimon lab stock collection.

The following strains were obtained from the Bloomington *Drosophila* Stock Center (BL), Vienna Drosophila Resource Center (V) and flyORF: *tsh-GAL4; tub-GAL80*^*TS*^ (BL# 86330), *CG31272-GAL4* (BL# 76171), *UAS-yki*^*3SA*^ (BL# 28817), *UAS-Pvr.lambda* (BL# 58428), *UAS-Pvr.lambda* (BL# 58496), *UAS-Pvr-RNAi* (BL# 37520), *UAS-upd3* is a kind gift from Dr. Frederic Geissmann, *UAS-InR.DN* (BL# 8253), *UAS-Jra-RNAi* (BL# 31595), *UAS-Pvf1-RNAi* (V#102699), and *UAS-Pvf1-3xHA* (#F002862). *UAS-Uro-127D01* fly containing the 127D01 nanotag (Xu et al., 2022) was generated in this study. *Uro* ORF was cloned from the pENTR-Uro (DGRC, #1656531) using the primers: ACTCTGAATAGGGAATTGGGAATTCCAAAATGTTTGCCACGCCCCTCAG & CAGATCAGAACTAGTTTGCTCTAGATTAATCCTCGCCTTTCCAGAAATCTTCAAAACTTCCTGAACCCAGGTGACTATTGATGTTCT, inserted into pWalium10 vector (DGRC, #1470). The vector was injected into attP line *y,w; P{nos- phiC31\int.NLS}X; P{CaryP}attP2* to generate the transgenic flies. Female flies are used in the analysis as they showed more significant and consistent bloating phenotype.

### *Drosophila* culture and drug treatment

Flies were raised on standard lab food (corn meal/agar medium). For conditional expression using tubGal80^ts^, flies were grown at 18 °C until eclosion, maintained at 18 °C for an additional 2d, and then shifted to 29 °C to induce expression. The concentration of chemicals mixed in the fly food was based on previously published reports^21,23^. The Super CitriMax *Garcinia Cambogia* extract (Swanson) contains 60% hydroxycitric acid and was purchased from Amazon. Fly food was melted and mixed with a final concentration of 30 mg/ml *Garcinia Cambogia* extract^23^. For NaOx feeding, a final concentration of 5 mg/ml sodium oxalate was mixed into melted fly food^23^. The high purine food contains 20 mM adenine (Sigma-Aldrich, # A8626) and 20 mM guanine (Sigma-Aldrich, # G11950)^21^.

### Lifespan analysis

For survival analysis, flies were collected within 24 h of eclosion (20 female flies and 5 males per vial) and cultured on normal lab fly food at 18 °C and 60% humidity with 12 h on/off light cycle. After two days, matured and mated female flies were shifted to 29 °C to induce gene expression. Flies were transferred to fresh vials every other day to keep the vials clean, and dead flies were counted every day.

### Uric acid measurement

Uric acid was measured using the QuantiChrom^TM^ Uric Acid Assay Kit (Bioassay, DIUA-250). Whole fly carbohydrates and triglycerides were measured as described previously^15,19^. To prepare fly lysates for metabolic assays, we homogenized 4 flies from each group with 300 μl PBS supplemented with 0.2% Triton X-100 and heated at 70 °C for 10 min. The supernatant was collected after centrifugation at 3000 g for 1 min at 4 °C. 10 μl of supernatant was used for protein quantification using Bradford Reagent (Sigma, B6916-500ML). Whole-body uric acid levels were measured from 5 μl of supernatant at 22 °C for 30 min using uric acid assay kit following the manufacturer’s protocol.

### Single nucleus isolation and sequencing

90 pairs of *Drosophila* MTs were dissociated for each sample and single nuclei were prepared as previously described^26^ with a few modifications. MT were dissected under a microscope from *EGT* > *w1118* and *EGT > yki*^*act*^ female adult flies after incubation at 29 °C for 8 days. Ten flies at a time were dissected and samples immediately transferred into 1.7 ml EP tube with Schneider’s medium on ice to avoid exposing the tissues to room temperature for a long period of time. Once 30 flies were dissected, EP tubes were sealed with parafilm and transferred into liquid nitrogen to quickly freeze the sample and storing samples in 100 µl Schneider’s medium at −80 °C for long-term. After thawing, samples were spined down using a bench top spinner, medium was discarded, and 1000 ul homogenization butter was added. Nuclei were released by homogenizing a sample on ice with a 1 ml dounce homogenizer. The homogenized sample was then filtered through a cell strainer (35 µm) and 40 µm Flowmi. After centrifugation for 10 min at 1000 g at 4 °C, nuclei were resuspended in PBS/0.5% BSA with RNase inhibitor. Before FACS sorting, samples were filtered again using 40 um Flowmi and nuclei were stained with Hoechst 33342. Ten thousand nuclei per sample were collected by FACS and loaded into a Chromium Controller (10× Genomics, PN-120223) on a Chromium Single Cell B Chip (10× Genomics, PN-120262), and processed to generate single cell gel beads in emulsion (GEM) according to the manufacturer’s protocol (10× Genomics, CG000183). The library was generated using the Chromium Single Cell 3′ Reagent Kits v3.1 (10× Genomics, PN-1000121) and Chromium i7 Multiplex Kit (10× Genomics, PN-120262) according to the manufacturer’s manual. Quality control for the constructed libraries was performed by Agilent Bioanalyzer High Sensitivity DNA kit (Agilent Technologies, 5067-4626). Quantification analysis was performed by Illumina Library Quantification Kit (KAPA Biosystems, KK4824). The library was sequenced on an Illumina NovaSeq system.

### snRNAseq dataset processing

The count matrices for each sample were generated using Cellranger count 7.0.0 under default setting and then imported into Seurat (4.3.0). All count data were normalized and scaled before batch corrected using Harmony (0.1.0) and subsequently reduced to 2-D Uniform Manifold Approximation and Projection (UMAP). With the corrected Harmony embeddings, each cell was connected with its closest 20 neighbors and assigned to clusters by Louvain algorithm under Resolution=0.4. Differentially expressed genes for each cluster were computed with Wilcox Rank Sum test.

### Quantitative RT-PCR

Total RNA was extracted from 30 MT pairs per genotype from female flies per genotype using NucleoSpin RNA kit (Fisher Scientific, # NC9581114). cDNAs were synthesized using the iScript cDNA synthesis kit (Bio-Rad, #1708896) in a 20 μl reaction mixture containing 500 ng total RNA. Quantitative real-time RT-PCR (RT-qPCR) assays were performed using iQ SYBR Green Supermix (Bio-Rad, #1708880) on a CFX96 Real-Time PCR Detection System (Bio-Rad). RT-qPCR reactions were carried out with gene-specific primers (Supplementary Data 3). A 5-fold serial dilution of pooled cDNA was used as the template for standard curves. Quantitative mRNA measurements were performed in three independent biological replicates and three mechanical replicates, and data were normalized to the amount of *Dmrp49* mRNA.

### Immunostaining and confocal microscopy

*Drosophila* MTs connected to guts were dissected from adult females and fixed in 4% paraformaldehyde in phosphate-buffered saline (PBS) at room temperature for 1 hour, incubated for 1 h in Blocking Buffer (5% normal donkey serum, 0.3% Triton X-100, 0.1% bovine serum albumin (BSA) in PBS), and stained with primary antibodies overnight at 4 °C in PBST (0.3% Triton X-100, 0.1% BSA in PBS). Primary antibodies were mouse anti-GFP (Invitrogen, A11120; 1:300) and mouse anti-discs-large (DSHB, 4F3,1:50). After primary antibody incubation, the tissues were washed 4 times with PBST, stained with 4′,6-diamidino-2-phenylindole (DAPI) (1:2000 dilution) and Alexa Fluor-conjugated donkey-anti-mouse (Molecular Probes, 1:1000), in PBST at room temperature for 2 h, washed 4 times with PBST, and mounted in Vectashield medium. The kidney stones can be observed under the far-red channel.

All images presented in this study are confocal images captured with a Nikon Ti2 Spinning Disk confocal microscope. Z-stacks of 15-20 images covering one layer of the epithelium from the apical to the basal side were obtained, adjusted, and assembled using NIH Fiji (ImageJ), and shown as a maximum projection.

### Western blots

20 MTs pairs per genotype from female flies were dissected in PBS, placed in 30 μl 2xSDS sample buffer (Thermo Scientific, #39001) containing 5% 2-Mercaptoethanol at 100 °C for 10 minutes, ran 4ul on a 4%-20% polyacrylamide gel (Bio-Rad, #4561096), and transferred to an Immobilon-P polyvinylidene fluoride (PVDF) membrane (Millipore, IPVH00010). Membranes were blocked by 5% skim milk in 1x Tris-buffered saline (TBS) containing 0.1% Tween-20 (TBST) at room temperature for 30 minutes. The following primary antibodies were used: mouse anti-tubulin (Sigma, T5168, 1:10,000), rabbit anti-JNK Antibody (D-2) (Santa Cruz, sc-7345, 1:1000), rabbit phospho-JNK (Cell Signaling, 4668 T, 1:1000), rabbit anti-ERK Antibody (Cell Signaling, 4695, 1:1000), rabbit phospho-ERK (Cell Signaling, 4370, 1:1000). After washing with TBST, signals were detected with enhanced chemiluminescence (ECL) reagents (Amersham, RPN2209; Pierce, #34095). Western blot images were acquired by Bio-Rad ChemiDoc MP.

### Fly weights and bloating measurements

To measure wet and dry weights, four flies were placed into a 1.5 mL measured centrifuge tube (record as a), and wet weight was measured on Sartorius BCE64i-1CCN (record as b). Flies were then dried at 65 °C for 4 h in the drying oven with the centrifuge tube opened. Dry weight was then measured (record as c). Then, dried flies were discarded and the weight of the empty centrifuge tube was measured (record as d). Water weight was: b-a. Dry weight was: c, d.

Bloating rates measurement have been previously described^15,19^. We used three vials for each genotype with each vial contains 10 female flies. Flies were moved to 29 degree for 8 days then observed under optical microscope to measure the bloating phenotype^19^.

### Data analysis, statistics, and reproducibility

All quantitative data presented in the figures were analyzed using student two-tailed t-tests in GraphPad Prism 9 software (GraphPad Software, San Diego, CA, USA). For immunostainings, experiment was repeated independently three times and one representative image was shown. No data was excluded from analysis. No randomization or blinding was done during experiments and data analysis. No statistical method was used to predetermine sample size. Statistical analysis on the quantification of protein and uric acid content in whole body was done on pooled results from two independent experiments.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

### Supplementary information

Supplementary Information

Peer Review File

Description of Additional Supplementary Files

Supplementary Data 1

Supplementary Data 2

Supplementary Data 3

Reporting Summary

### Source data

Source Data

## Data Availability

Data generated and used in this study are described within the Article, Supplementary Data files, Supplementary Information, and Source Data file. Raw snRNA-seq reads have been deposited in the NCBI Gene Expression Omnibus (GEO) database under accession code GSE251715. Processed datasets can be mined through a web-tool [https://www.flyrnai.org/scRNA/kidney_Pvr_Yki/] that allows users to explore genes and cell types of interest. Source data are provided in this paper.

# Supplementary material for: Mechanistic characterization of a Drosophila model of paraneoplastic nephrotic syndrome
**Source:** Nat Commun. 2024 Feb 9;15:1241. doi: 10.1038/s41467-024-45493-8
**Supplement:** Supplementary file 1 — Supplementary Information

**Mechanistic characterization of a *Drosophila* model of paraneoplastic nephrotic syndrome**

Jun Xu^1, 2 #,^ *, Ying Liu^2, #,^ *, Fangying Yang^1^, Yurou Cao^1^, Weihang Chen^2^, Joshua Shing Shun Li^2^, Shuai Zhang^1^, Aram Comjean^2^, Yanhui Hu^2^, Norbert Perrimon^2, 3,^ *

^#^ These authors contributed equally

**Supplementary Information**

Supplementary Figures 1-9

Supplementary Table 1

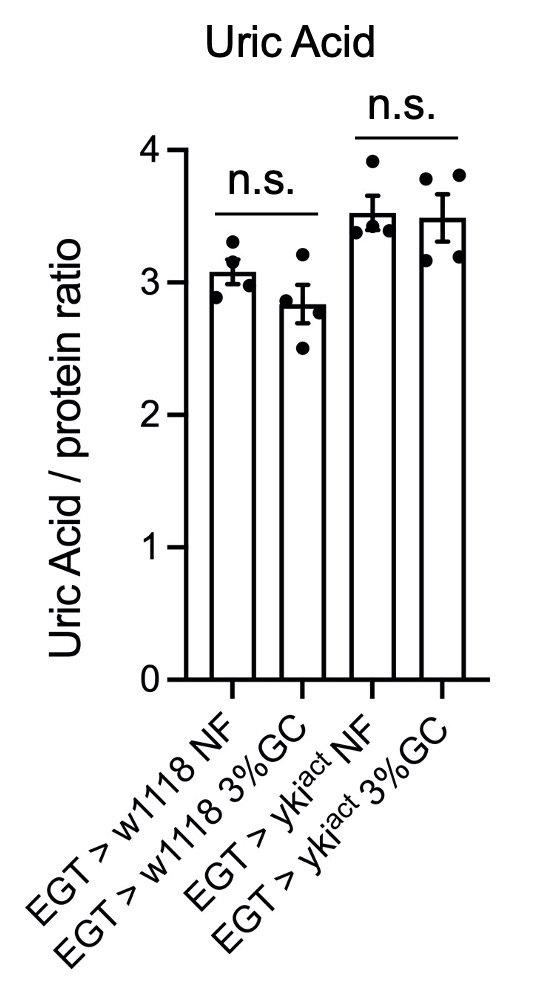

**Supplementary Figure 1.** (A) Whole-body levels of uric acid in *EGT > w1118* and *EGT > yki^act^* flies at 8 days. Flies were fed either normal food or food with 3% *Garcinia cambogia* (GC). n = 4 biologically independent experiments. Data are presented as means ± SEM. n.s. means no significant with student t-test.

**
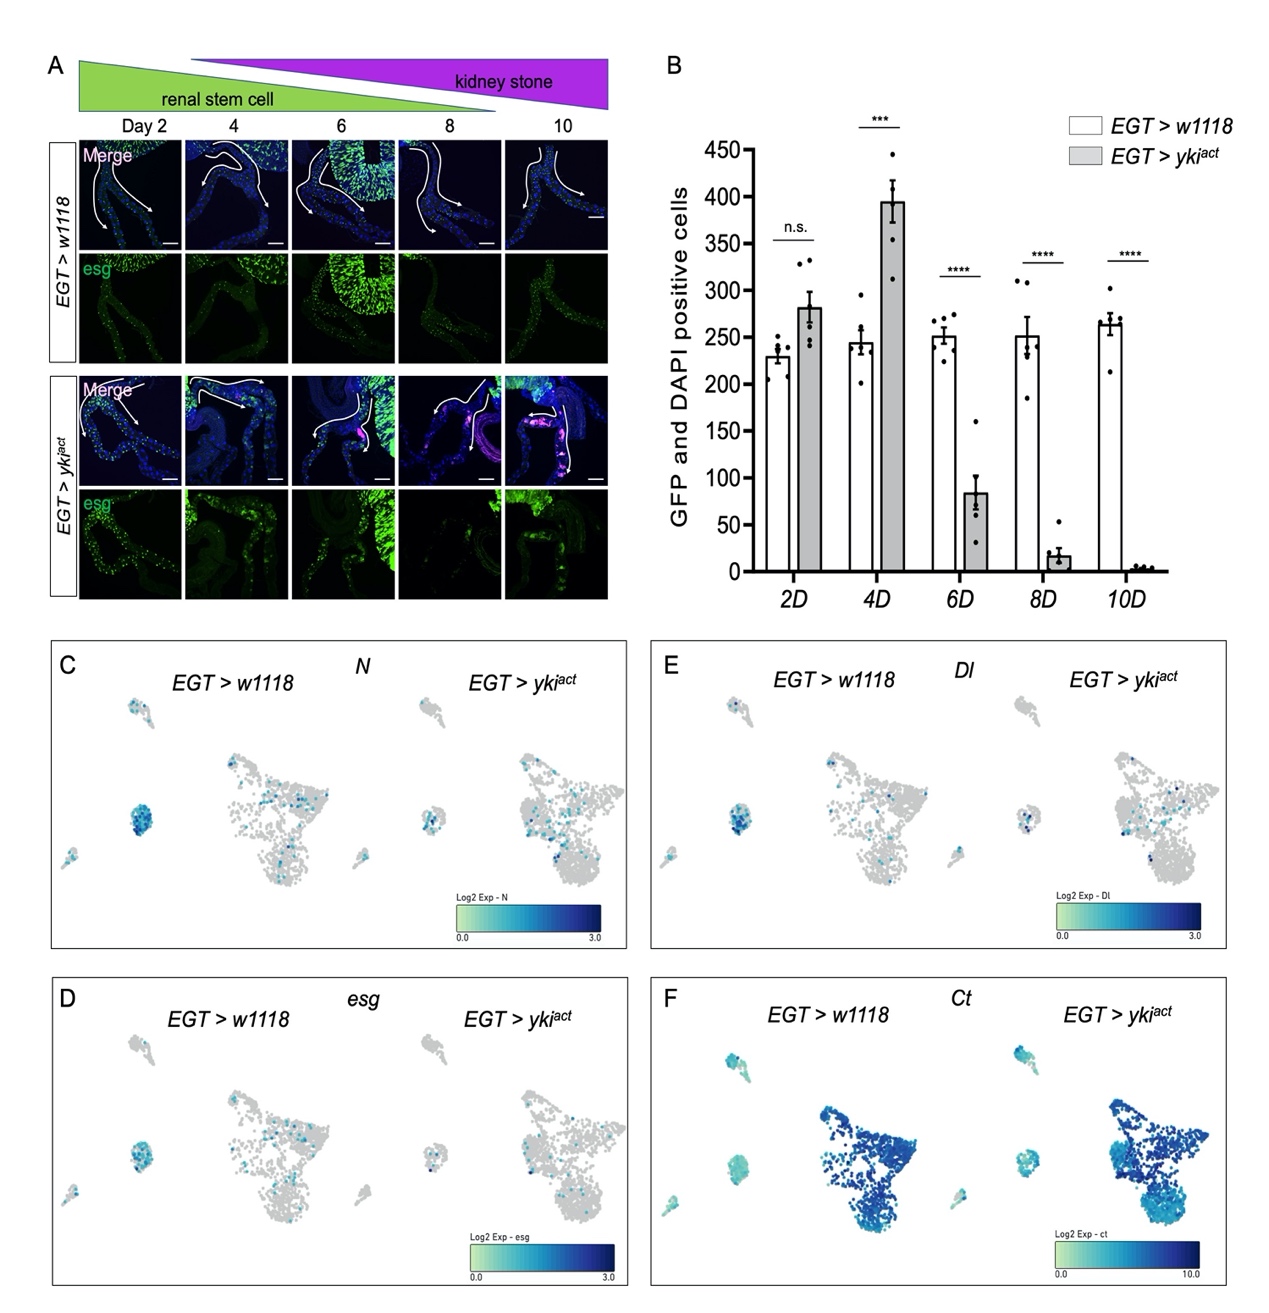
**

**Supplementary Figure 2. Aberrant renal stem cells renewal in flies with yki^act^ gut tumor.** (A) esg positive renal stem cell signal decreased during the growth of yki^act^ gut tumor. Green indicates esg positive cells, blue is DAPI staining. White arrows indicate the renal stem cell zone. (B) Changes in renal stem cells number during the growth of yki^act^ gut tumor. n = 6 biologically independent experiments. Data are presented as means ± SEM. ***p < 0.001, ****p < 0.0001. n.s. means no significant with student t-test. N=6 for each column. (C-F) Notch (N) signaling was decreased in the Malpighian tubule in yki^act^ gut tumor flies. C-E show the decrease in the UMAP of *N* expression and its two downstream genes, *esg* and *Dl*. F show the decrease in the UMAP of *ct* expression in principal cells.

**
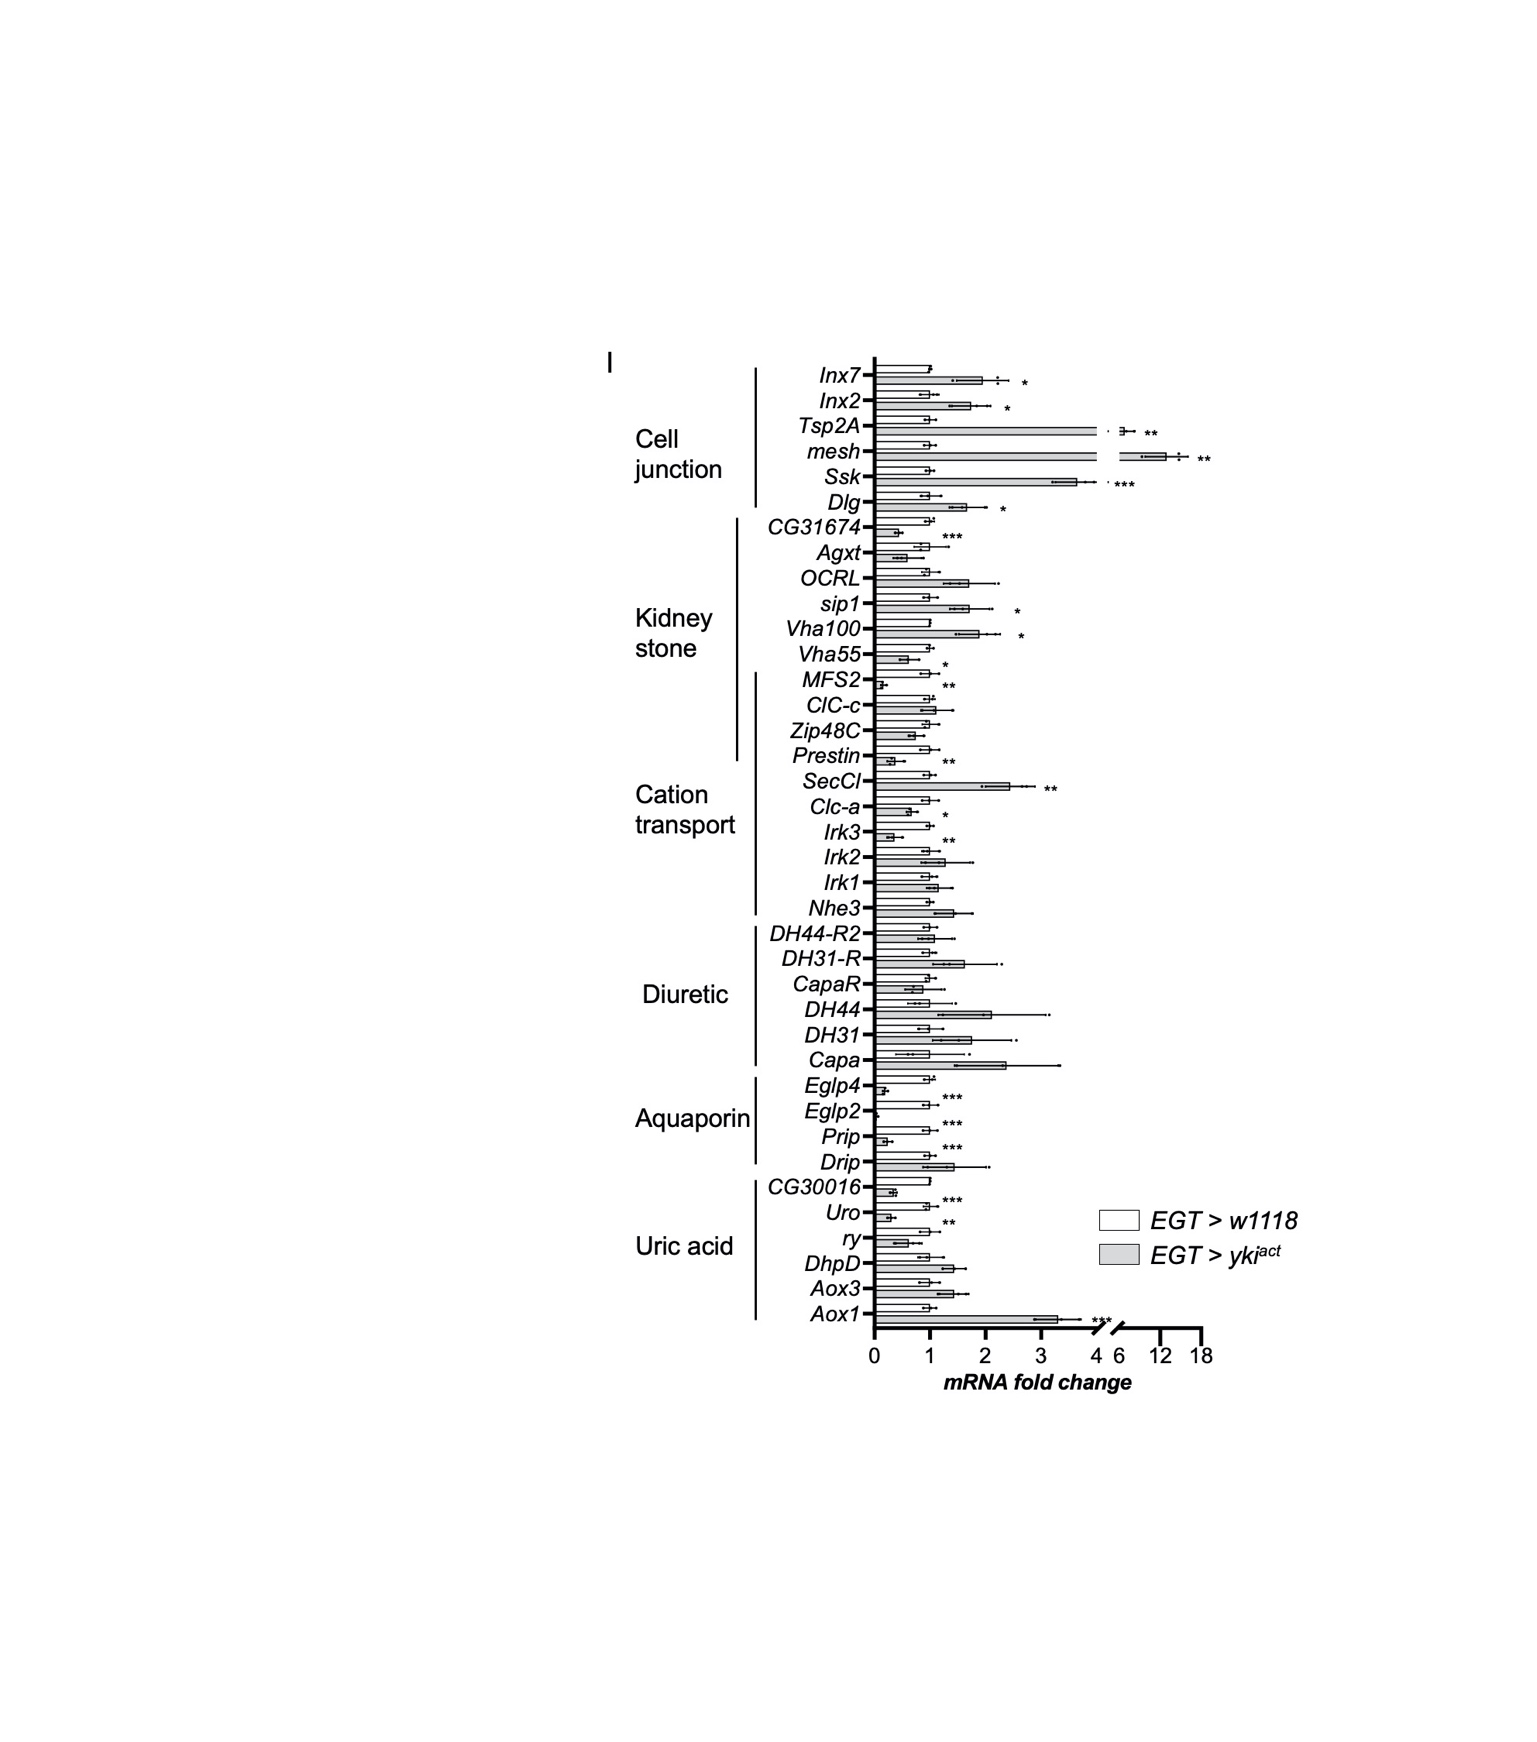
**

**Supplementary Figure 3. Changes in the expression of genes involved in MT function.** (A) Function of principal and stellate cells in MT. Adapted from Xu et al., 2022. (B-G) Violin plots showing the expression of genes involved in kidney function (cell junction, kidney stone risk, cation transport, diuretic, aquaporin, uric acid) in the different cell clusters between *EGT > w1118* and *EGT > yki^act^*. (H) Model of renal dysfunction based on the expression of genes involved in uric acid synthesis, kidney stone formation and water transport in *yki^act^* flies. (I) qPCR analysis indicating the changes in gene expression levels in the MT of *EGT > w1118* and *EGT > yki^act^*. Transgene expression was induced for 8 days. n = 3 biologically independent experiments with 3 technical replicates. Data are presented as means ± SD. *p < 0.05, **p < 0.01, ***p < 0.001 with student t-test.

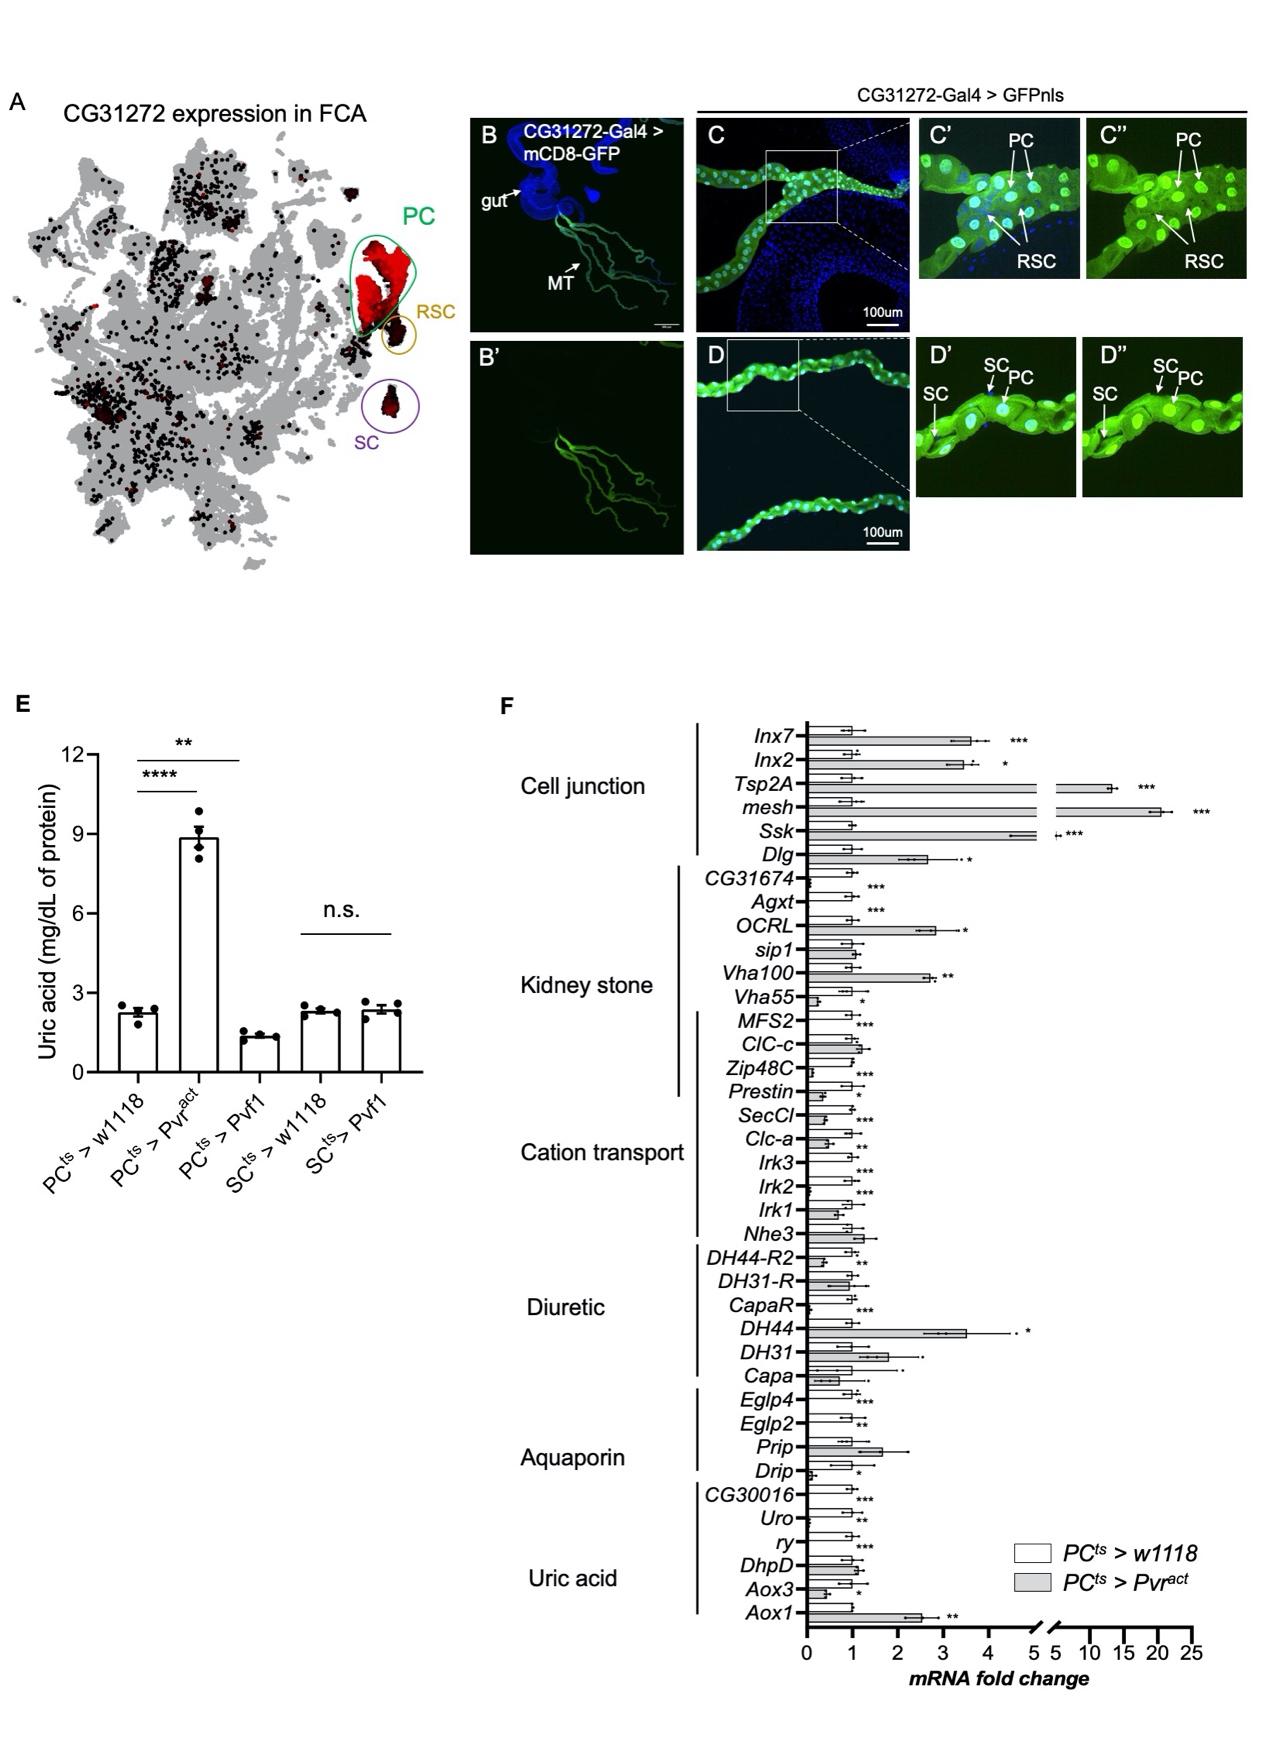

**Supplementary Figure 4.** (A) FCA cell clusters with red indicates CG31272 expression. CG31272 is highly expressed in principal cells (PCs), and with a much lower expression level in renal stem cells (RSC) and stellate cells (SC) (data obtained from the FCA dataset; Li et al., 2022). (B-D) Characterization of a new Gal4 driver for MT principal cells (PCs). (E) Whole-body UA level in the *PC^ts^ > Pvr^act^, Pvf1, and SC^ts^ > Pvr^act^, Pvf1*, and control flies, n = 4 biologically independent experiments. (F) qPCR analysis indicating the changes in gene expression levels in the MT of *PC^ts^ > w1118* and *PC^ts^ > Pvr^act^*. Transgene expression was induced for 8 days. n = 3 biologically independent experiments with 3 technical replicates. Data are presented as means ± SD. *p < 0.05, **p < 0.01, ***p < 0.001 with student t-test.

**Supplementary Figure 5.** Western blots indicating the protein level of ERK and phosphorylated ERK in the MTs of **(A)** *EGT > w1118* and *EGT > yki^act^* and **(B)** *PC^ts^ > w1118* and *PC^ts^ > Pvr^act^* flies. Transgenes were induced for 8 days.

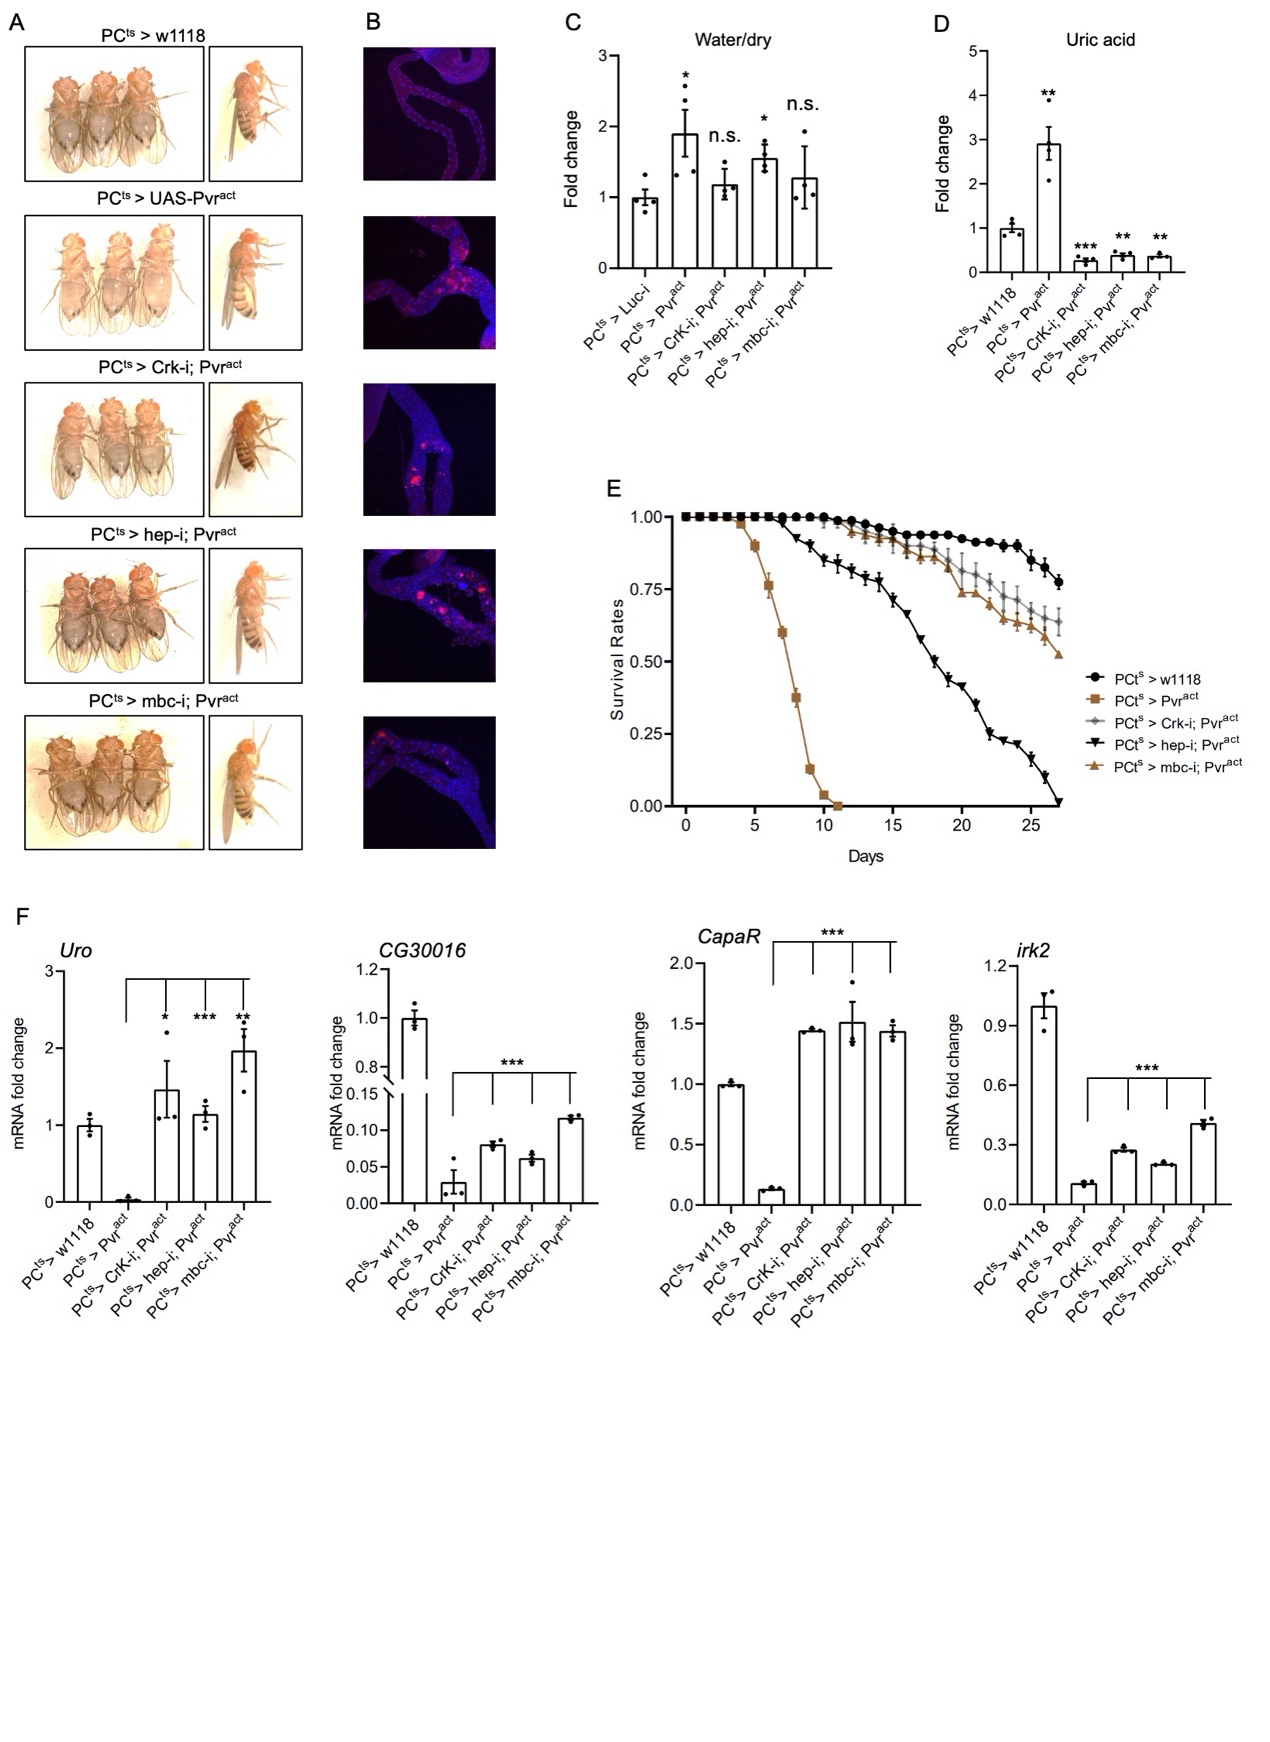

**Supplementary Figure 6. Inhibition of PDGF/VEGF signaling components in principal cells can rescue MT dysfunction associated with Pvract.** (A) Bloating phenotypes associated with expression of *Pvr^act^, Crk-i; Pvr^act^, hep-i; Pvr^act^* and *mbc-i; Pvr^act^* , driven by PC^ts^ in principal cells. (B) Kidney stone phenotypes: blue is for DAPI staining to detect nuclei and purple indicates the kidney stones. (C) Ratio of fly water/dry mass, n = 4 biologically independent experiments. (D) Whole-body UA level, n = 4 biologically independent experiments. (E) Lifespan, n = 80 for each genotype. (F) qPCR results showing changes in gene expression levels in the MT. n = 3 biologically independent experiments with 3 technical replicates. Data are presented as means ± SEM. *p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001. n.s. means no significant with student t-test.

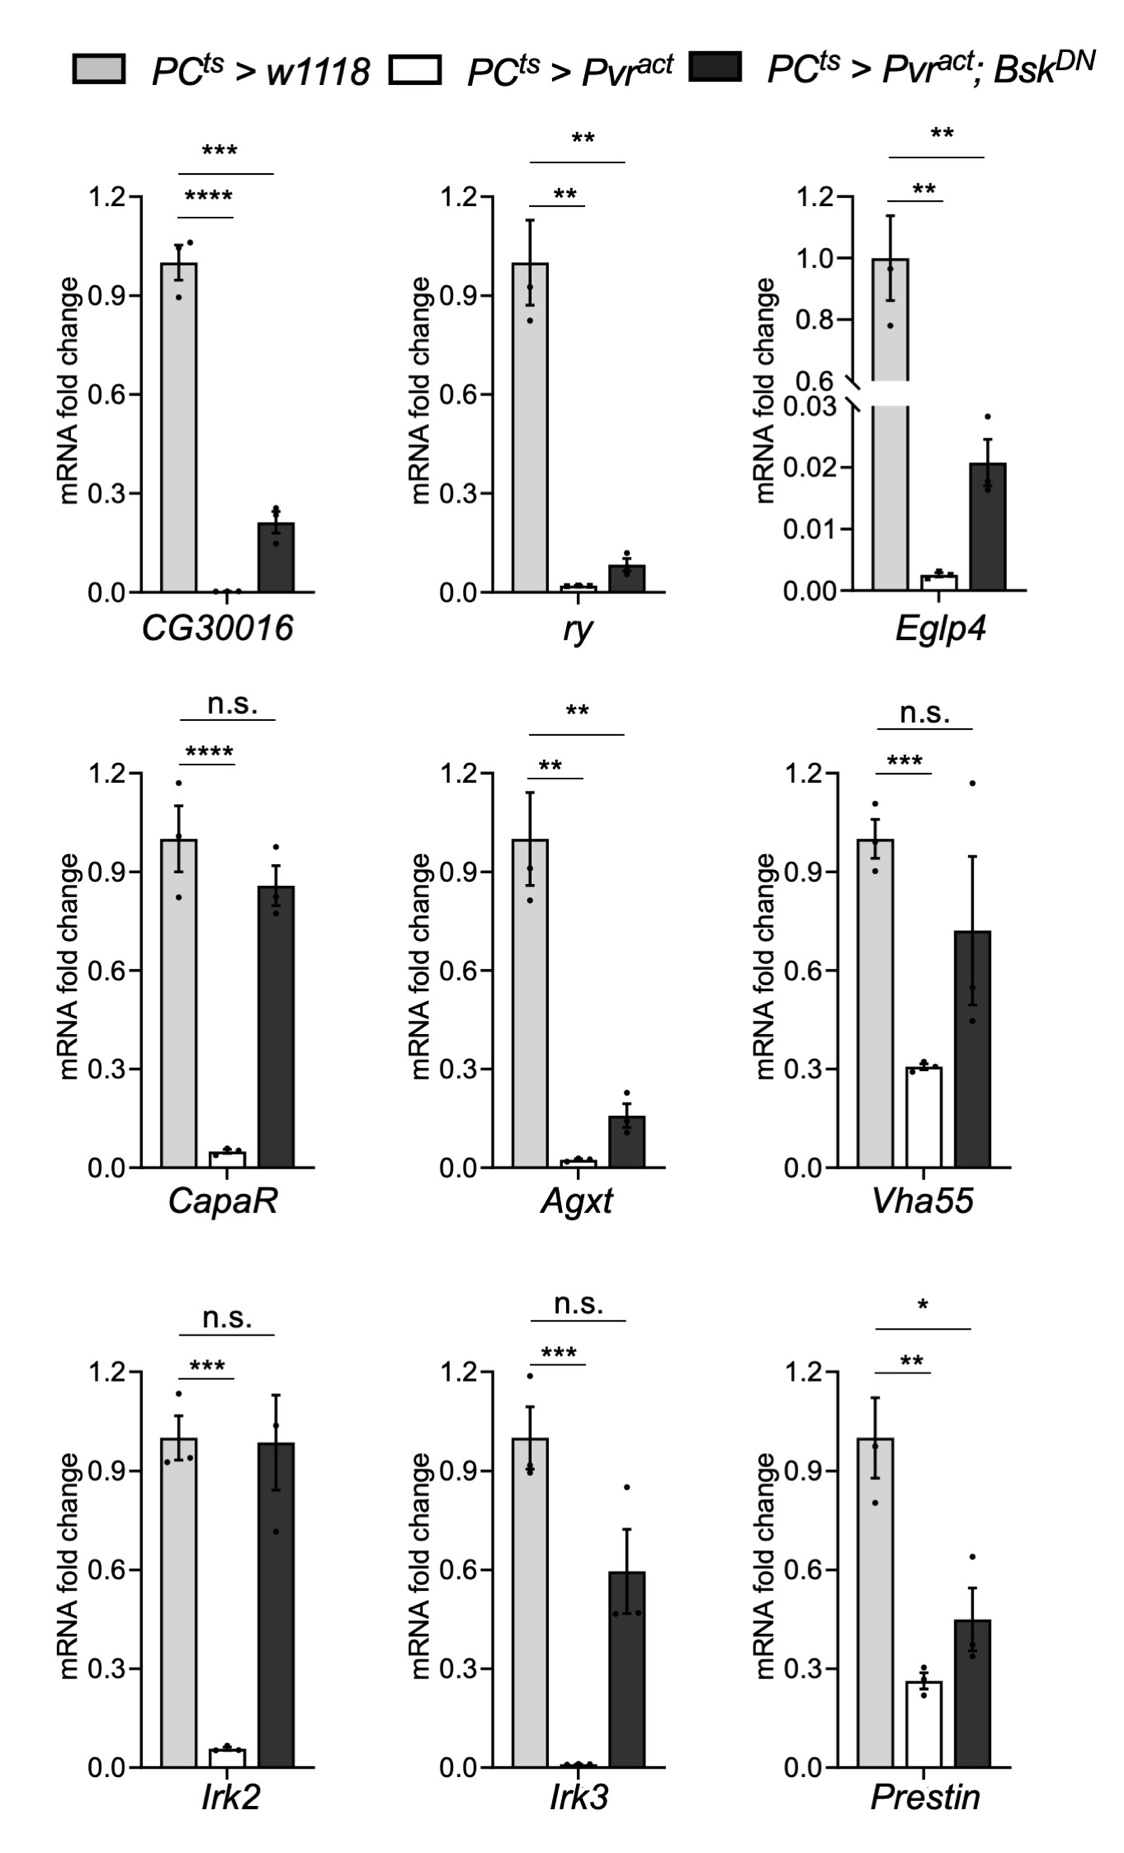

**Supplementary Figure 7. Expression of genes involved in kidney function.** qPCR results showing changes of gene expression level in the MTs of *PC^ts^ > Pvr^act^*, *PC^ts^ > Pvr^act^; Bsk^DN^* and control flies. n = 3 biologically independent experiments with 2 or 3 technical replicates.

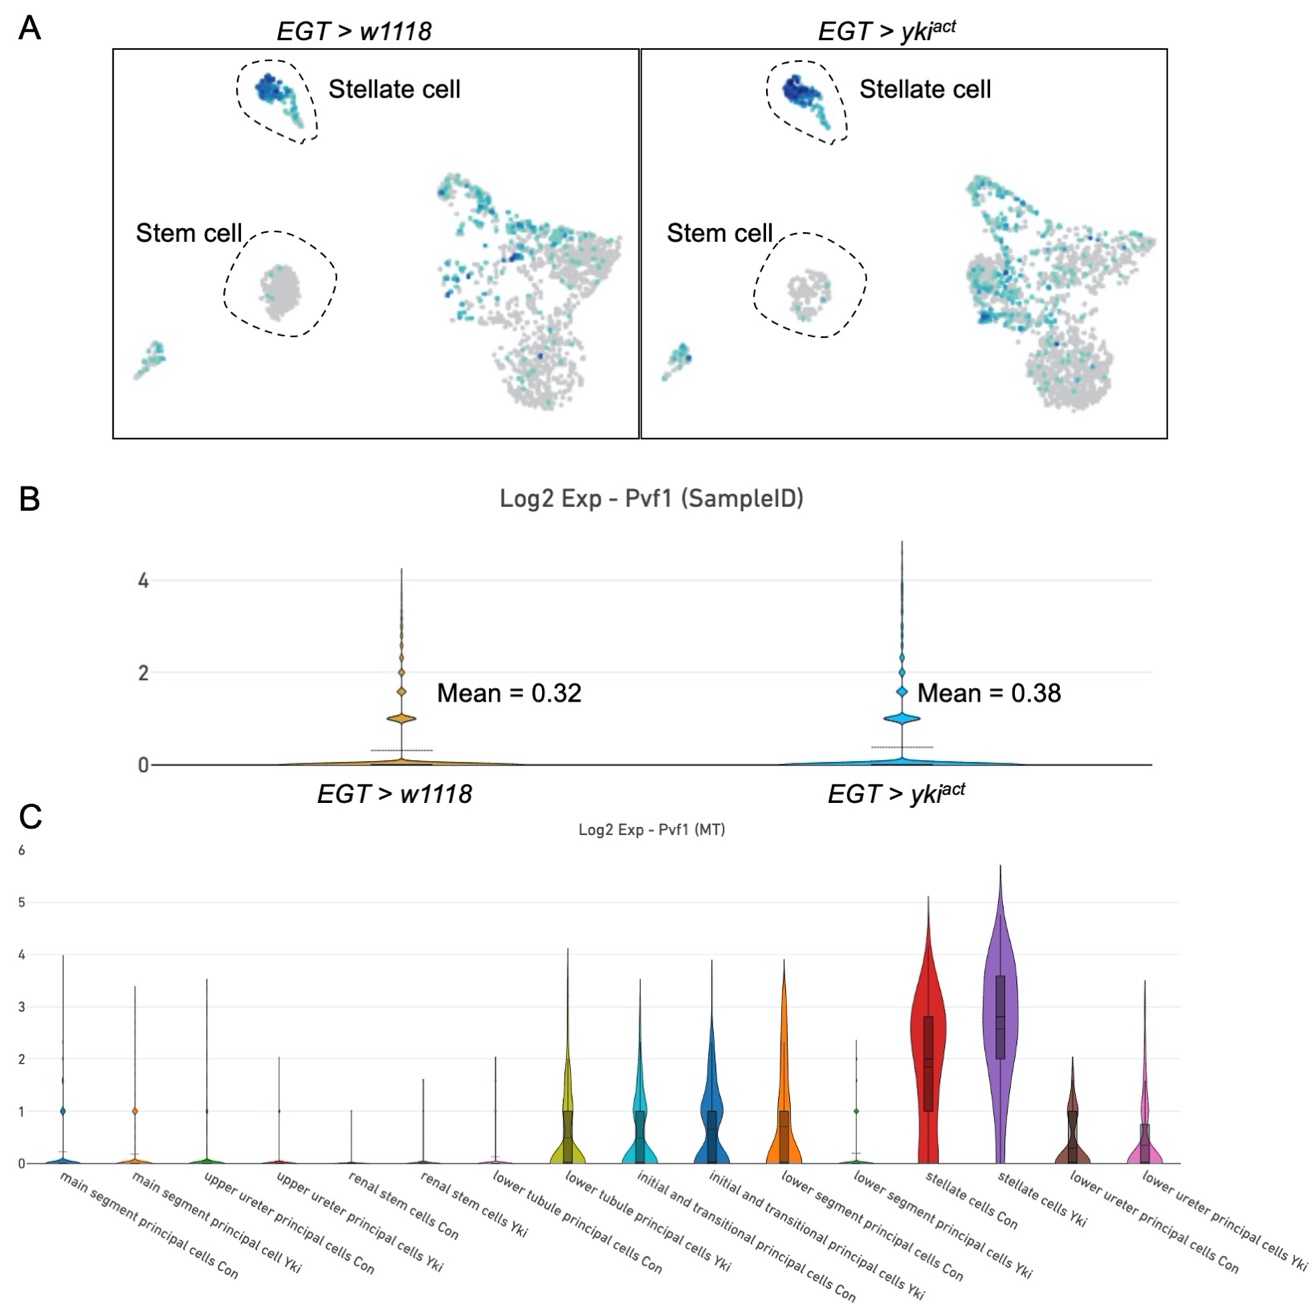

**Supplementary Figure 8. *Pvf1* expression in the MT cell cluster.** (A) Gene expression of *Pvf1* in the UMAP. Dotted box showed the stellate cell and stem cell. (B) and (C) Expression levels of *Pvf1* in *EGT > w1118* and *EGT > yki^act^* MTs visualized by violin plots in (B) all MT cells and (C) each cluster, respectively.

**
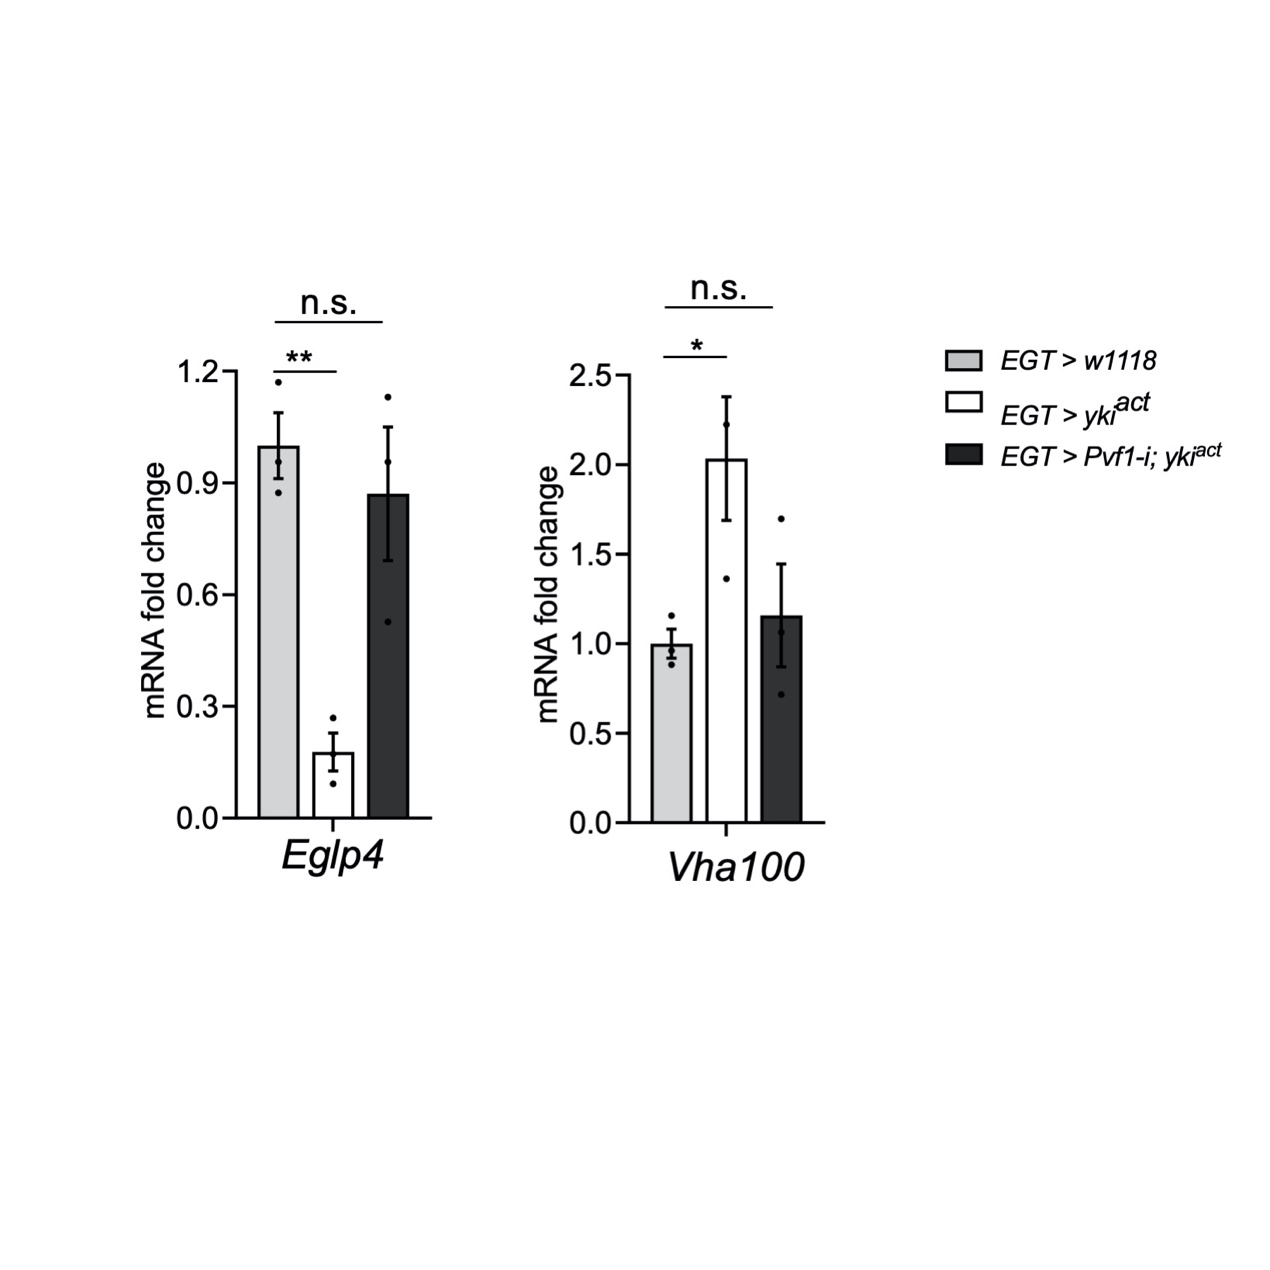
**

**Supplementary Figure 9. Expression of genes involved in kidney function.** qPCR results showing changes in *Eglp4* and *Vha10*0 expression levels in the MTs of Yki flies with and without ISC depletion of Pvf1 and control flies. n = 3 biologically independent experiments with 3 technical replicates.

| **FlyBase ID** | **Symbol** | **Log2FC Pvr-RNAi vs Ctrl** | **Log2FC Pvr-act vs Ctrl** | **Log2FC Yki vs Ctrl** |
| --- | --- | --- | --- | --- |
| FBgn0038652 | CG7720 | 1.9746 | -1.7629 | 1.6363 |
| FBgn0027556 | CG4928 | 0.5734 | -3.0777 | -0.0284 |
| FBgn0012036 | Aldh | 0.6186 | -0.7477 | -0.0602 |
| FBgn0037873 | SdhC | 0.5953 | -0.8853 | -0.0866 |
| FBgn0003866 | tsh | 0.5409 | -2.0270 | -0.2657 |
| FBgn0033665 | Zip48C | 0.8474 | -1.2666 | -0.2837 |
| FBgn0032833 | COX4 | 0.5175 | -1.4263 | -0.2917 |
| FBgn0265042 | Irk1 | 1.4766 | -2.3004 | -0.3302 |
| FBgn0029131 | Debcl | 0.5347 | -1.2512 | -0.4605 |
| FBgn0035695 | CG10226 | 0.5687 | -0.5766 | -0.5608 |
| FBgn0039872 | salt | 0.7417 | -1.5874 | -0.5694 |
| FBgn0031523 | CG15408 | 0.5121 | -1.4362 | -0.5803 |
| FBgn0262512 | Vha14-1 | 0.4493 | -1.4397 | -0.5941 |
| FBgn0027844 | CAH1 | 0.5603 | -2.5268 | -0.5969 |
| FBgn0031517 | CG15406 | 1.1491 | -2.1363 | -0.6044 |
| FBgn0039311 | CG10513 | 0.7089 | -2.7747 | -0.9527 |
| FBgn0052656 | Muc11A | 0.7755 | -3.1731 | -0.9913 |
| FBgn0038337 | CG6125 | 0.6055 | -1.4366 | -1.0310 |
| FBgn0039312 | CG10514 | 1.2411 | -2.1127 | -1.0723 |
| FBgn0051163 | SKIP | 0.7530 | -1.2103 | -1.3229 |
| FBgn0051373 | CG31373 | 0.7249 | -2.8435 | -1.3588 |
| FBgn0025454 | Cyp6g1 | 0.5251 | -2.7305 | -2.2934 |
| FBgn0267408 | AOX1 | 0.2625 | 0.6094 | 1.1087 |
| FBgn0003961 | Uro | -0.2996 | -3.3012 | -1.3586 |
| FBgn0034883 | Eglp2 | 0.2974 | -1.4201 | -1.2448 |
| FBgn0016684 | MFS2 | -0.3687 | -2.3499 | -1.4559 |
| FBgn0051004 | mesh | -0.1032 | 1.7417 | 1.3608 |
| FBgn0024361 | Tsp2A | -0.0851 | 1.6834 | 1.3441 |

**Supplementary Table 1. snRNAseq of flies with renal PDGF/VEGF signaling activation or inhibition.** Expression alternations of selected genes, full list sees Supplementary Data 2.

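The table gives log2 fold changes over all nuclei. Recomputed from the deposited values, all 28 genes had the sign listed in each of the 3 comparisons. The median absolute difference from the listed values was 0.0336 for Pvr RNAi, 0.0269 for Pvr act and 0.0205 for Yki flies.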

# Supplementary material for: Mechanistic characterization of a Drosophila model of paraneoplastic nephrotic syndrome
**Source:** Nat Commun. 2024 Feb 9;15:1241. doi: 10.1038/s41467-024-45493-8
**Supplement:** Supplementary file 3 — Description of Additional Supplementary Files

## **Description of Additional Supplementary Files**

**Supplementary Data 1.** Upregulated genes upon Pvr depletion in main segment principal cells. Top 50 upregulated genes Pvr\_RNAi vs Ctrl in main segment principal cells were listed.

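Of the 50 listed genes, 33 were ribosomal protein genes. All were higher in the library labelled PCts > Pvr RNAi when recomputed, and the log2 ratio of their counts pooled over main segment PCs differed from the listed values by a median of 0.00107.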

**Supplementary Data 2.** Differential expressed genes (DEGs) upon Pvr depletion and activation in all MT cells. 

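For the library labelled PCts > Pvr RNAi, 558 of 589 listed genes were matched by symbol, and the recomputed log2 fold change had the listed sign in 558. For PCts > Pvr act, 1999 of 2443 listed genes were used here, and 1892 of 1892 matched genes had the listed sign. The listed genes not used here are those the paper has lowest in PCts > Pvr act, so this count leaves out the largest decreases. The authors' Wilcoxon test took nuclei as replicates and was not repeated.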

DEGs in Pvr\_RNAi and Pvr\_act samples compared with ctrl were listed.

**Supplementary Data 3.** Primers used for qRT-PCR

How the deposited data were processed for this re-analysis (not part of the article)

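MT nuclei of EGT > w1118, EGT > yki act, PCts > w1118, PCts > Pvr act and the library labelled PCts > Pvr RNAi were sequenced, with 1 library per genotype. Each library was made from 90 pairs of MTs, and 10000 nuclei were sorted. The paper gives 8 days of induction for the EGT libraries. The sample descriptions give 8 days in one place and 5 days in another for all libraries.

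The authors counted UMIs with Cell Ranger, normalized them with Seurat, corrected the embedding with Harmony and clustered the nuclei of all libraries. They deposited natural log values, the natural log of 1 plus UMIs per 10,000 UMIs of the nucleus, for 16495 genes in 21371 nuclei, and the library and cell type of each nucleus. Filters on nuclei, removal of doublets and the genome build are not named in the text of the paper. The values were checked: back on the linear scale they summed to 10,000 in every nucleus, and in 100% of nuclei every value was a whole multiple of the smallest within 1e-06, so that UMI counts were recovered. Gene symbols were taken from an annotation of Ensembl release 115 by identifier, which matched 16447 identifiers and left 48 unmatched, among them the 2 transgene features. No coordinates are given, since the authors' build is not named.

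Means of UMIs per 10,000 over nuclei were compared as log2 fold changes with a pseudocount of 1, as Seurat computes them, over all nuclei and within cell types with at least 20 nuclei in both libraries. EGT > yki act was compared with EGT > w1118, and the Pvr libraries with PCts > w1118. With 1 library per genotype no test across genotypes was made and no p-value is given. Counts carry exact Poisson 95% intervals, shares of nuclei exact binomial (Clopper-Pearson) intervals, and ratios of pooled counts exact conditional binomial intervals. They cover counting error only, not differences between flies or preparations. Where a count was 0, the limit was set by 3 counts. The difference between the control libraries was computed as the only measure of library-to-library variation. It includes the difference in driver and is not a replicate SD.

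Depth ranged from 150 to 123301 UMIs per nucleus and from 10018765 to 39154127 UMIs per library. Genes were named where the paper names them for these libraries, where they are targets or drivers, or where they had the 5 highest or lowest log2 fold changes among genes seen in at least 10% of nuclei of either library and with the same sign against both control libraries. Cyp4p2, w, Hsp27, EGFP and gal4 were singled out after their values or those of the supplementary tables had been seen. Ribosomal protein genes were compared with 10000 random lists matched on mean expression in 20 bins, and for thinning, 1000 UMIs were drawn from each nucleus, which left out 1 main segment PC nucleus of the library labelled PCts > Pvr RNAi and 0 of PCts > w1118.

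Alternatives set before the data were examined were other pseudocounts (0.1 and none), pooled counts, centring on the median gene, cell types of the MT only, equal weight per cell type, the other control library, and leaving out the 25% of nuclei with the fewest or the 5% with the most genes. As an alternative, pooled counts were put on the scale of UMIs per 10,000 with the same pseudocount, whereas log2 ratios of pooled counts with an interval have none. Keeping only the deepest nuclei was added after the data were seen. The count of kidney function genes in the stated direction, and the log2 fold change of 0.25 below which a change of sign was not counted as a reversal, were also chosen after the values were seen. Marker lists for enterocytes, fat body, visceral muscle, hemocytes and tracheal cells were written down before the test. Fold changes and intervals were tested on simulated data at the depth of PCts > w1118. Of 200 changed genes among 1746, all had the simulated direction, the median absolute error was 0.0284, and 95.6% of intervals held the simulated ratio. The simulation has no variation between flies. Python 3.11.15, numpy 2.4.6 and scipy 1.17.1 were used. Bulk qPCR, imaging and physiological measurements of the paper were not analysed here.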

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

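The test of free RNA for Cyp4p2, its levels in the PC types and the test of Ten-a alone were chosen after the result was seen, while the tests of genetic background and of transgenes in renal stem cells were written down before.

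EGFP, a transgene of the EGT driver that the paper does not report from these libraries, was counted 18 times in EGT > w1118, 3 times in EGT > yki act and 0 times in each PCts library. A UMI was seen in 0.565% (95% interval 0.259 to 1.07) of EGT > w1118 renal stem cells and in 0.213% (0.0439 to 0.620) of its PCs, at median depths of 548 and 8895 UMIs. For gal4 the shares were 0.377% and 0.283%. The intervals overlap, so these UMIs cannot be told apart from free RNA. In Supplementary Fig. 2A of the paper, whose images were not analysed here, esg positive cells lie in the renal stem cell zone, and whether the transgenes bear on the lower number of renal stem cells in EGT > yki act is not decided by these counts. Set against all UMIs, a measure chosen after the shares were seen, EGFP had 9 of 1762484 UMIs in renal stem cells and 4 of 13426127 in PCs, but free RNA can take a larger part of the UMIs of shallow nuclei.

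Cyp4p2 was counted 157 times in EGT > w1118, 355 times in EGT > yki act and 175 times in PCts > Pvr act. It was counted 4 times in PCts > w1118 and 710 times in the library labelled PCts > Pvr RNAi. It was present outside PCs, in cell types in which Supplementary Fig. 4A of the paper has the driver gene CG31272 at a much lower level: 32 UMIs in stellate cells and 20 in renal stem cells, against 0 and 0 in PCts > w1118. Its level in stellate cells over that in main segment PCs, as a log2 ratio of 1.48, lay above those of Uro (-0.87), MFS2 (-0.53) and List (-4.33). But main segment PCs held the least Cyp4p2 of the PC types with at least 20 nuclei, with a mean of 0.330 UMIs per 10,000 against 1.85 in lower tubule PCs and 1.03 in stellate cells, so this test cannot tell whether free RNA from PCs was its source. A difference in genetic background between the crosses may be the cause. As its test, written down with Cyp4p2, w had a log2 ratio of 1.51 in stellate cells (0.41 to 2.76) and 2.35 in renal stem cells. But w also differed between the control libraries, with a log2 fold change of 1.36 for EGT > w1118 over PCts > w1118. A difference in w therefore cannot show that background changed the other genes. In the library labelled PCts > Pvr RNAi, w was also higher in main segment PCs, at 1.27, so free RNA remains open for w too. CG7720 was at 1.33 in stellate cells. In renal stem cells, CG7720, Ten-a and Hsp27 were higher as well, at 2.01, 1.47 and 2.57. Each was also higher in main segment PCs, so free RNA remains open there too. Against background that acts in every cell type as a cause for Ten-a, it had a log2 ratio of 0.00342 in stellate cells and 4.47 in main segment PCs. Hsp27 was at 0.26 in stellate cells. Against EGT > w1118, w and Hsp27 were not higher, with log2 fold changes of -0.31 and -0.57. In PCts > Pvr act, Ten-a and Hsp27 were also above PCts > w1118, with log2 fold changes of 1.70 and 3.51. CG7720 and w were below it there, at -1.76 and -0.30. Background and an effect of Pvr RNAi cannot be told apart for this group of genes, because its members go apart in stellate cells, and differences between preparations remain open.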

How the results depend on the processing

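Keeping only the deepest nuclei was chosen after the data were seen, as was the size of 0.25 below which a change of sign was not counted as a reversal. No paired analysis was possible because each genotype had 1 library.

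Of 135 log2 fold changes of named genes over all nuclei, 116 were at least 0.25 in size. All of these kept their direction with a pseudocount of 0.1, with none, after centring on the median gene, in cell types of the MT only and without the 25% of nuclei with the fewest genes. With pooled counts 114 kept it, with the other control library 113, and with equal weight per cell type 107. With pooled counts, the log2 fold change reversed for ct with yki act (-0.0531 from 0.28), Uro with Pvr RNAi (0.0428 from -0.28). With the other control library it reversed for ct with yki act (-0.23 from 0.28), CG15406 with yki act (0.37 from -0.64), CG10226 with Pvr RNAi (-0.0350 from 0.47). With equal weight it reversed for Slc45-1 with yki act (0.42 from -0.61), Dl with yki act (0.23 from -0.39), Irk1 with yki act (0.0621 from -0.35), Muc11A with yki act (0.0352 from -0.98), CAH1 with Pvr RNAi (-0.0153 from 0.55), CG4928 with Pvr act (0.12 from -3.05), Irk1 with Pvr act (0.72 from -2.35), CAH1 with Pvr act (0.12 from -2.51), SKIP with Pvr act (0.36 from -1.18). Equal weight rests on 3 cell types for Pvr act, which are lower ureter PCs, adult tracheal cells and visceral muscle, so it represents that library poorly; otherwise the cause was not tested. Of the 19 smaller log2 fold changes, 10 changed sign with equal weight, 6 with pooled counts and 4 with the other control library.

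The number of kidney function genes in the stated direction stayed at 15 except with pooled counts (16), where SecCl joined. With the other control library the genes were not the same, since Prestin left the stated direction (0.03) and Inx2 joined it (0.14). The number of Supplementary Table 1 genes higher in the library labelled PCts > Pvr RNAi and lower in PCts > Pvr act was between 18 and 22, and the number changed more in PCts > Pvr act than in EGT > yki act between 22 and 26. The median absolute difference between the control libraries was 0.13 with equal weight. The log2 fold change of puc in main segment PCs fell to 0.48 with the other control library; the cause was not tested.

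The share of renal stem cells in EGT > w1118 was 48.9% among cell types of the MT, 35.5% without the nuclei with the fewest genes, 49.6% without those with the most, 50.5% with the Pvr act clusters merged, and 19.8% among the deepest nuclei. In EGT > yki act it was 0.512% without the nuclei with the fewest genes, 14.6% with the clusters merged and 0.379% among the deepest nuclei. It was below that of EGT > w1118 in each. Renal stem cells were less deep than PCs, so a filter on low gene numbers removes more of them.

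The median log2 fold change of ribosomal protein genes in main segment PCs was 1.36 with a pseudocount of 0.1, 1.28 with pooled counts, 1.17 after centring, 0.92 with the other control library and 1.15 after thinning, which by its construction leaves the expected values as they are. It was 0.70 in initial and transitional PCs, 0.65 in upper ureter PCs, 0.44 in lower tubule PCs, 0.35 in lower ureter PCs, 0.33 in stellate cells and 0.20 in renal stem cells; the cause of these differences was not tested here.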

Differences from the paper's values

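Keeping only the deepest nuclei, and the scales tried for N and Pvf1, were chosen after the result was seen. A log2 fold change counts as different here when it lies further from the paper's than its counting interval reaches.

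The deposited annotation held 3380 EGT > w1118 nuclei against the paper's 1706, and 3640 EGT > yki act nuclei against the paper's 1849. All renal stem cell clusters of EGT > w1118 merged also held 1706 nuclei, but those of EGT > yki act held 533. Whether the match in EGT > w1118 is a coincidence cannot be told. Leaving out the 25% of nuclei with the fewest genes gave 2535 and 2732, within 1.5 times of the paper's by construction, so it does not show which nuclei the paper left out. Cell types of the MT only and leaving out those with the most genes did not come within 1.5 times for either library.

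The share differed for renal stem cells in EGT > w1118 (47.1% against the paper's 19%), renal stem cells in EGT > yki act (0.824% against the paper's 6%), stellate cells in EGT > w1118 (4.11% against the paper's 8%), initial and transitional PCs in EGT > yki act (4.40% against the paper's 9%), main segment PCs in EGT > yki act (2.58% against the paper's 20%), lower tubule PCs in EGT > yki act (3.71% against the paper's 13%), upper ureter PCs in EGT > w1118 (2.78% against the paper's 17%), lower ureter PCs in EGT > w1118 (2.19% against the paper's 4%), lower ureter PCs in EGT > yki act (1.84% against the paper's 4%) and lower segment PCs in EGT > w1118 (0.680% against the paper's 3%). No alternative set before the data were examined closed the gap: neither cell types of the MT only, leaving out the nuclei with the fewest genes, leaving out those with the most genes nor merging the Pvr act clusters did. A gap was found for stellate cells in EGT > yki act (3.41% against the paper's 6%), initial and transitional PCs in EGT > w1118 (5.21% against the paper's 10%), main segment PCs in EGT > w1118 (16.1% against the paper's 31%) and lower segment PCs in EGT > yki act (9.09% against the paper's 15%). These came within 1.5 times of the paper's with leaving out the nuclei with the fewest genes, and not with cell types of the MT only, leaving out those with the most genes and merging the Pvr act clusters. The shares of the paper come from a clustering of the EGT libraries, and those here from the annotation of all libraries. Among the deepest nuclei, as many as the paper counts, a setting chosen after seeing the values, 5 of 16 shares came within 1.5 times of the paper's. These were initial and transitional PCs in EGT > w1118, initial and transitional PCs in EGT > yki act, main segment PCs in EGT > w1118, renal stem cells in EGT > w1118 and upper ureter PCs in EGT > yki act.

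Of 84 log2 fold changes in Supplementary Table 1, 12 differed from the paper's. The paper's values come from the same libraries, so a counting interval is not the error of this difference and flags small gaps. An earlier rule, the larger of this interval and the spread between the control libraries, flagged fewer. A setting that brings a value within the interval may do so by coincidence and is not taken as the cause. For CG4928 with Pvr act (-3.05 against the paper's -3.0777), the other control library brought the value within the counting interval of the paper's, and a pseudocount of 0.1, no pseudocount, pooled counts, centring, cell types of the MT only, equal weight per cell type and leaving out the nuclei with the fewest genes did not. For CG4928 with yki act (-0.0154 against the paper's -0.0284), cell types of the MT only brought the value within the counting interval of the paper's, and a pseudocount of 0.1, no pseudocount, pooled counts, centring, equal weight per cell type, the other control library and leaving out the nuclei with the fewest genes did not. For Aldh with Pvr RNAi (0.53 against the paper's 0.6186), centring, cell types of the MT only, the other control library and leaving out the nuclei with the fewest genes brought the value within the counting interval of the paper's, and a pseudocount of 0.1, no pseudocount, pooled counts and equal weight per cell type did not. For Zip48C with yki act (-0.15 against the paper's -0.2837), a pseudocount of 0.1, no pseudocount and leaving out the nuclei with the fewest genes brought the value within the counting interval of the paper's, and pooled counts, centring, cell types of the MT only, equal weight per cell type and the other control library did not. For COX4 with Pvr RNAi (0.61 against the paper's 0.5175) and AOX1 with Pvr act (0.54 against the paper's 0.6094), leaving out the nuclei with the fewest genes brought the value within the counting interval of the paper's, and a pseudocount of 0.1, no pseudocount, pooled counts, centring, cell types of the MT only, equal weight per cell type and the other control library did not. For Irk1 with Pvr RNAi (1.44 against the paper's 1.4766), centring brought the value within the counting interval of the paper's, and a pseudocount of 0.1, no pseudocount, pooled counts, cell types of the MT only, equal weight per cell type, the other control library and leaving out the nuclei with the fewest genes did not. For Vha14-1 with Pvr act (-1.51 against the paper's -1.4397), centring and cell types of the MT only brought the value within the counting interval of the paper's, and a pseudocount of 0.1, no pseudocount, pooled counts, equal weight per cell type, the other control library and leaving out the nuclei with the fewest genes did not. For CG6125 with Pvr RNAi (0.51 against the paper's 0.6055), pooled counts brought the value within the counting interval of the paper's, and a pseudocount of 0.1, no pseudocount, centring, cell types of the MT only, equal weight per cell type, the other control library and leaving out the nuclei with the fewest genes did not. For Cyp6g1 with Pvr RNAi (0.44 against the paper's 0.5251), a pseudocount of 0.1, no pseudocount and equal weight per cell type brought the value within the counting interval of the paper's, and pooled counts, centring, cell types of the MT only, the other control library and leaving out the nuclei with the fewest genes did not. For Uro with yki act (-1.45 against the paper's -1.3586) and Tsp2A with yki act (1.26 against the paper's 1.3441), no alternative set before the data were examined closed the gap.

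For N, the paper gives 0.58 in EGT > w1118 and 0.18 in EGT > yki act. The steps of the violin plot in Supplementary Fig. 8B are those of log2 of the UMI count plus 1, and the mean on this scale over all nuclei was 0.0657 and 0.0170 for N. Cell types of the MT only and leaving out the nuclei with the fewest genes did not close this gap. Of 11 combinations of scale and nuclei tried, 0 brought both values of N within 1.5 times of the paper's. For Pvf1, the means were 0.198 in EGT > w1118 and 0.226 in EGT > yki act, against the paper's about 0.32 and about 0.38 in Supplementary Fig. 8B, read by eye. Leaving out the nuclei with the fewest genes brought both within 1.5 times, and cell types of the MT only did not. Of the same combinations, 5 brought both values of Pvf1 within 1.5 times, all chosen after seeing the values. These were this scale in the deepest nuclei (0.344 and 0.359), the mean of the log2 values over all nuclei (0.296 and 0.339) and in the deepest nuclei, the mean of the natural log values in the deepest nuclei, and the log2 of the mean plus 1 in renal stem cells.

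Some directions in the text of the paper were not found. The paper has SecCl and Inx2 up in Yki flies by qPCR, a measurement not analysed here, and cites violin plots of these libraries with it. The log2 fold changes over all nuclei were -0.17 and -0.04, within the spread between the control libraries. SecCl was up with pooled counts (0.17), and Inx2 was up with the other control library (0.14). Within cell types, SecCl was up in lower tubule PCs (0.84) and upper ureter PCs (0.33) and down in stellate cells (-0.64). The paper has ct down in upper ureter PCs, where it was at 0.17. Over all nuclei it was down with pooled counts (-0.05) and with the other control library (-0.23). Slc45-1 and CAHbeta, the top markers of main segment PCs 2 in the paper, were higher in main segment PCs of EGT > yki act than in main segment PCs 2, with 20.7 against 1.91 UMIs per 10,000 for Slc45-1 and 272 UMIs in 94 nuclei against 138 in 325 for CAHbeta. Fig. 2B has lower tubule PCs up in Yki flies, while their share fell from 12.6% to 3.71%. With the lower tubule PCs (Pvr-act) merged in, the share fell less, from 12.8% to 8.38%. The paper has the composition of the library labelled PCts > Pvr RNAi unchanged, while initial and transitional PCs were at 13.4% against 7.33% in PCts > w1118 and 5.21% in EGT > w1118. Renal stem cells were at 26.8% against 36.3%, a smaller gap than that between the control libraries. It has stellate cells undetected in PCts > Pvr act, where 1 nucleus was annotated as one.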

Other observations

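The tests of swapped labels, of shallow nuclei left out by the paper and of shallow nuclei in the Pvr act clusters were chosen after the result was seen, as were that of mature enterocytes alone, that of ribosomal protein genes in nuclei of like depth, the levels of Pvr and N in renal stem cells (Pvr-act), the view of ribosomal protein genes in percentage points and the reading of its test. The other tests were written down before.

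Ribosomal protein genes were higher in main segment PCs of the library labelled PCts > Pvr RNAi. Thinning every nucleus to 1000 UMIs left the median log2 fold change at 1.15, but random thinning keeps the expected UMIs per 10,000 of a nucleus, so this test cannot tell. With nuclei matched on UMI count, in 4 groups of like depth, the median was 1.21, and it was 0.69 in the least deep group and 1.61 in the deepest, which argues against a difference in depth as the cause. If the cause were cytoplasmic or free RNA, the median was to be about as high in cell types without the driver, and near 0 if not. In stellate cells, where the paper has the driver gene at a much lower level but not absent, it was 0.33, which is neither. In percentage points of UMIs, the rise was 5.68 in main segment PCs, 6.82 in stellate cells and 6.48 in renal stem cells, but it was not uniform, with 11.0 in upper ureter PCs, 6.43 in lower ureter PCs, 3.80 in initial and transitional PCs and 2.53 in lower tubule PCs. Because the median in stellate cells lies between the outcomes written down, a difference in free or cytoplasmic RNA between the libraries cannot be told apart from an effect of Pvr RNAi.

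Nuclei annotated as renal stem cells were fewer in EGT > yki act. Without the nuclei with the fewest genes, the share was 35.5% in EGT > w1118 and the intervals stayed apart, which argues against a filter on shallow nuclei. Their larger share in EGT > w1118 than in the paper may come from shallow nuclei that the paper left out. Among the deepest nuclei it was 19.8%, close to the paper's, but in EGT > yki act it was 0.379%, further from the paper's than before, and most other shares stayed apart. Shallow nuclei left out and a different clustering cannot be told apart, because the nuclei of the paper's clustering are not named.

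EGT > yki act nuclei in clusters named after Pvr act held 1 EGFP UMI, too few to tell whether they are progeny of esg-GAL4 cells. The enterocyte list was lower in these nuclei than in the other nuclei of the library, with a log2 ratio of -1.19 (-2.02 to -0.45, 17 and 117 UMIs), which argues against mature enterocytes or their RNA. The list has no genes of gut progenitor or tumor cells, so gut cells of these kinds were not tested and remain open. The most abundant gene of the list, alphaTry, had 10 and 89 UMIs, and Amy-d, at 0.0118 and 0.00391 per 10,000, had 5 and 5. Shallow nuclei that sort together could explain such clusters if their median depth lay far below that of the library, by a bound chosen after the depths were seen. This held for 1 of the larger clusters, renal stem cells (Pvr-act), with 470.5 UMIs, against 1328 in EGT > w1118 and 1745 in PCts > Pvr act. Renal stem cells were less deep than the median nucleus in each library that held them, so depth and type cannot be told apart for this cluster in EGT > yki act. The bound was not met by lower segment PCs (Pvr-act), with 1509 UMIs, or lower tubule PCs (Pvr-act), with 13627.5, against 1888.5 in the library. A response of MT cells to the tumor remains open for these.

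Whether the PCts > Pvr act nuclei in renal stem cells (Pvr-act) are PCs was tested with marker genes. Per 10,000 UMIs, ct was at 16.4, near the 18.6 of renal stem cells in PCts > w1118 and below the 76.7 of the PC clusters named after Pvr act. Dl was at 0.363, below the 2.25 of renal stem cells and the 0.566 of the PC clusters. Pvr was at 22.8, against 1.05 and 31.4, and N at 0.823, against 2.18 and 0.906, both nearer to the PC clusters. ct alone was nearer to renal stem cells. The genes go apart, gal4 had 0 UMIs in this library and esg had no value, so PCs and stem cells cannot be told apart here.

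By its mean over all nuclei, Pvr was not lower in the library labelled PCts > Pvr RNAi. Of the genes of Supplementary Table 1, 28 had the paper's sign for Pvr RNAi, which argues against a swap between the paper's tables and the deposited values. A swap made before both cannot be told apart with these libraries.

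Lists of other tissues were counted per 10,000 pooled UMIs in EGT > w1118, EGT > yki act, PCts > w1118, PCts > Pvr act and the library labelled PCts > Pvr RNAi. The enterocyte list (11 genes found) was at 0.0654, 0.0787, 0.0257, 0.00485 and 0.0349, with alphaTry its most abundant gene in EGT > yki act. The fat body list (7 genes found) was at 2.28, 1.42, 2.65, 1.65 and 0.892, with FASN1 its most abundant gene in EGT > yki act. The visceral muscle list (6 genes found) was at 47.2, 61.5, 52.2, 55.6 and 47.0, with Msp300 its most abundant gene in EGT > yki act. The hemocyte list (5 genes found) was at 0.826, 1.57, 1.03, 2.85 and 0.793, with crq its most abundant gene in EGT > yki act. The tracheal list (4 genes found) was at 0.0820, 0.0423, 0.0595, 0.785 and 0.0329, with btl its most abundant gene in EGT > yki act. Of these genes, 0 of the enterocyte list, 1 of the fat body list, 3 of the visceral muscle list, 1 of the hemocyte list and 0 of the tracheal list were seen in at least 10% of main segment PCs of PCts > w1118, so levels of a list can come from the MT itself. No gene is in more than 1 list.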
